# Chronic IFN-γ Exposure Induces Divergent Adaptive Programs in Glioblastoma Subtypes

**DOI:** 10.3390/cancers18101552

**Published:** 2026-05-11

**Authors:** Elnaz Rahbarlayegh, Natsuko Nomura, Tiffany M. Juarez, Pranav R. Kesari, Santosh Kesari

**Keywords:** interferon-γ, glioblastoma, STAT1, IRDS, PI3K–AKT, cytokine adaptation

## Abstract

Background: Immunotherapy has transformed cancer treatment by enhancing cytotoxic T-cell activity and interferon-γ (IFN-γ)-mediated tumor clearance. However, glioblastoma (GBM) remains largely refractory to these approaches, reflecting a profoundly immunosuppressive and myeloid-dominant tumor microenvironment. IFN-γ is central to antitumor immunity, yet chronic exposure can paradoxically promote adaptive resistance. How GBM cells respond to sustained IFN-γ signaling, and whether these responses differ across tumor states, remains poorly understood. Methods: To address this, we modeled chronic IFN-γ exposure in mesenchymal-like (U87) and proneural-like (U251) GBM cells over 28 days and performed integrated analyses of transcriptional, proteomic, and secretory responses. Results: While IFN-γ initially suppressed growth in both models, their long-term adaptations diverged. U87 cells developed a persistence-prone state characterized by progressive activation of PI3K–AKT signaling, whereas U251 cells exhibited sustained interferon signaling with persistent interferon-related DNA damage resistance signature (IRDS) expression and suppressed AKT activity. These transcriptional and signaling programs were incompletely reversible after cytokine withdrawal, indicating stable interferon conditioning. Analysis of TCGA glioblastoma datasets demonstrated that interferon-associated transcriptional programs are present across human tumors and are positively associated with PI3K–AKT pathway activity across molecular subtypes. Conclusions: Together, these findings reveal that chronic IFN-γ exposure drives distinct, lineage-dependent adaptive states in GBM, linking interferon signaling to divergent survival and immune-modulatory programs. While IFN-γ enhances immune activation, prolonged signaling may also promote tumor persistence. These results support therapeutic strategies that combine IFN-based approaches with interventions targeting adaptive survival pathways and immune reprogramming.

## Simple Summary

Interferon gamma (IFN-γ) is an immune signal that helps the body respond to cancer, but its long-term effects on tumor cells are not well understood. In this study, we examined how glioblastoma cells respond to prolonged exposure to this signal. Although both cell types initially showed similar immune responses, their long-term behavior differed. One cell type adapted and partially recovered, while the other developed a more persistent state with ongoing immune-related activity and altered growth. We also observed that key processes controlling cell growth and survival became less tightly coordinated over time. These findings suggest that continuous immune signaling can change how tumor cells behave in different ways depending on the context. A better understanding of these responses may help improve strategies that combine immunotherapy with other targeted treatments for glioblastoma.

## 1. Introduction

Immunotherapy has transformed the treatment landscape of several malignancies by harnessing the immune system to recognize and eliminate tumor cells. Checkpoint inhibitors, adoptive T-cell therapies, and cytokine-based approaches have shown durable clinical responses in melanoma, lung, and renal cancers by restoring cytotoxic T-cell activity and promoting interferon-γ (IFN-γ)-driven antitumor immunity [1,2,3,4]. Despite these advances, glioblastoma (GBM), remains largely refractory to immunotherapy.

GBM is the most aggressive primary brain malignancy, characterized by invasive growth, extensive heterogeneity, resistance to nearly all standard therapies and high mortality rate [5,6]. GBM tumor microenvironment is highly immunosuppressive, characterized by abundant myeloid and glial cells, low effector T-cell infiltration, and a network of tumor-derived cytokines and chemokines that polarize macrophages toward M2 phenotypes, recruit regulatory T cells, and inhibit natural killer (NK) cell cytotoxicity [7,8].

These factors generate a “cold” immune milieu that restrains antitumor immunity even when T-cell activity is pharmacologically enhanced. Immunotherapies primarily depend on activating T cells to produce IFN-γ, the key effector cytokine mediating tumor clearance, although in GBM this same pathway may paradoxically reinforce immune escape [9,10].

IFN-γ, secreted by activated T and NK cells, plays a central role in antitumor defense. Through the canonical JAK1/2–STAT1–IRF1 cascade, it induces antigen presentation via MHC-I upregulation, drives growth arrest and apoptosis, and enhances recognition of malignant cells [11,12,13]. However, sustained IFN-γ exposure can produce the opposite outcome, chronic activation of this pathway induces PD-L1 and IDO1 expression, promotes recruitment of suppressive myeloid cells, and fosters tolerance within the tumor niche [10,14,15]. These adaptive responses convert an initially inflammatory signal into a self-limiting, immunosuppressive loop.

Prolonged interferon signaling further establishes an interferon-conditioned state, characterized by persistent STAT1 phosphorylation and an Interferon-Related DNA-Damage Resistance Signature (IRDS) that confers resistance to radiation and temozolomide therapy [13,16]. Such transcriptional adaptation underlies the paradox of IFN-γ activity in tumors, while transient signaling promotes tumor elimination, chronic signaling stabilizes dormancy and therapy resistance [17,18]. In GBM patient samples, IFN-γ-associated gene expression frequently coincides with inhibitory checkpoints such as PD-L1 and TIM-3, defining an inflamed-yet-suppressed microenvironment that undermines the efficacy of T-cell-focused immunotherapies. Transcriptomic analyses have revealed substantial heterogeneity in interferon-associated gene expression across glioblastoma tumors, with subsets exhibiting elevated interferon signaling accompanied by distinct immune and inflammatory features [19,20]. These observations suggest that interferon activity in GBM reflects diverse tumor states rather than a uniform response. However, whether these interferon-associated programs correspond to specific tumor-intrinsic signaling adaptations, and how they relate to survival pathways within tumor cells, remains unclear. Understanding how GBM cells adapt to persistent IFN-γ signaling is therefore critical for interpreting the limited success of current immunotherapies. In this study, we modeled chronic IFN-γ exposure in two molecularly distinct GBM cell lines, mesenchymal-like U87 and proneural-like U251 to delineate the transcriptional, proteomic, and secretory adaptations that enable tumor persistence under sustained IFN-γ pressure.

## 2. Materials and Methods

### 2.1. Cell Culture

Human glioblastoma cell lines U87-MG (RRID:CVCL_0022) and U251-MG (RRID:CVCL_0021) were obtained from American Type Culture Collection (ATCC, Manassas, VA, USA) and maintained in Dulbecco’s modified Eagle’s medium (DMEM: Life Technologies, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum (FBS: Life Technologies, Carlsbad, CA, USA) and 1% penicillin–streptomycin (Life Technologies, Carlsbad, CA, USA) in a humidified incubator at 37 °C with 5% CO_2_. Cells were thawed and experiments were initiated at passages 5–6. Cells were maintained in culture for up to four weeks prior to endpoint sampling, and no experiments were performed beyond passage 15. Cells were seeded at a density of 1 × 10^6^ cells per flask and passaged upon reaching 80–90% confluence, with the media replaced every two days. On D0, the cells and their media were collected from a T75 flask as the Untreated group, and the remaining groups were treated with 10 ng/mL IFN-γ (Life Technologies, Carlsbad, CA, USA) and media were replaced with fresh media containing 10 ng/mL IFN-γ every other day throughout the treatment period. The cells and conditioned media were collected at D3, D7, and D14 of IFN-γ (10 ng/mL) exposure; at D14, the cultures were split to either continue IFN-γ to D28 or washout (WO) into IFN-γ-free media, with additional collections at D21 and D28. Unless otherwise stated, biological replicates represent independent cell culture preparations initiated, maintained, and treated separately.

U87-MG and U251-MG are listed by ICLAC as commonly misidentified cell lines and were not independently authenticated by STR profiling after receipt. They were used here as established glioma models to examine IFNγ-driven signaling adaptation rather than to model patient-level glioblastoma heterogeneity.

### 2.2. Experimental Design

To evaluate the temporal effects of chronic IFN-γ exposure, a time-course experiment was designed in which samples were collected at distinct time points: 0, 3, 7, 14, 21, and 28 days. Each experimental group was analyzed in biological triplicates to ensure reproducibility. Specific time points were chosen based on preliminary studies showing differential RNA and protein responses. Notably, RNA changes were more evident at earlier time points (Day 3), whereas protein-level changes became significant at later time points (Day 7 onward). At the designated time points, the cell culture supernatant was collected and stored in aliquots at −80 °C. The cells were detached via trypsin-EDTA (Life Technologies, Carlsbad, CA, USA) for 3 min at 37 °C and washed three times with DMEM. The cells were either resuspended in freezing media (90% FBS + 10% DMSO) for storage at −80 °C or resuspended in DMEM for same-day use.

### 2.3. Microscopy and Morphometric Analysis

Morphological changes were evaluated by phase-contrast microscopy (Leica DMi8, Leica Microsystems, Wetzlar, Germany) at 300× magnification. Representative images were collected to document changes in cell shape, confluency, and growth patterns across conditions. These observations were qualitative and were not used for quantitative or statistical analysis.

Cell growth was quantified independently using total cell counts obtained during routine passaging and at defined experimental time points. Viable cells were counted using trypan blue exclusion and a hemocytometer.

### 2.4. RNA Isolation and Sequencing

Total RNA was extracted via the RNeasy Mini Kit (Qiagen, Hilden, Germany ) following the manufacturer’s protocol. RNA integrity was assessed via an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA), with an RNA integrity number (RIN) threshold of >8. Libraries were prepared via the TruSeq RNA Library Prep Kit (Illumina, CA, USA) and sequenced on an Illumina HiSeq 2500 platform (Illumina, San Diego, CA, USA) to generate 150 bp paired-end reads. The sequence depth was maintained at a minimum of 50 million reads per sample to ensure adequate coverage. Quality control of the raw reads was performed via FastQC (v0.11.9), and adapter trimming was conducted via Trim Galore (v0.6.6). Read alignment and quantification were performed via STAR (v2.7.10a) and FeatureCounts (v2.0.3) against the GRCh38 reference genome. Lowly expressed genes were filtered and library-size normalization was performed with edgeR (version 4.3.1), and differential gene expression analysis was then carried out using the voom–limma pipeline; genes with a false discovery rate (FDR) < 0.05 and greater than a two-fold change in expression (log_2_ fold change > 1) were considered significant [21]. All downstream analyses and visualizations (heatmaps, volcano plots, Hallmark pathway scoring, interferon-module scoring, and gene set enrichment analyses) were performed in R (version 4.3.1).

### 2.5. Protein Extraction and Automated Western Blotting (WES)

Proteins were extracted via RIPA buffer (Thermo Scientific, Thermo Fisher Scientific, Waltham, MA, USA) containing protease and phosphatase inhibitors. Protein concentrations were quantified via the Enhanced BCA Protein Assay Kit (Thermo Scientific, Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s protocol. Protein samples were standardized to a concentration of 0.5 μg/μL for analysis. Automated western blotting was conducted via the WES system (ProteinSimple, San Jose, CA, USA). The antibodies used for detection included phospho-Stat1 (Tyr701) (58D6) (Cell Signaling Technology, Danvers, MA, USA; rabbit mAb #9167S, dilution 1/50), phospho-Stat3 (Tyr705) (D3A7) (Cell Signaling Technology, MA, USA; rabbit mAb #9145S, dilution 1/10), phospho-Akt (ser473) (D9E) (Cell Signaling Technology, MA, USA; rabbit mAb #4060S), rabbit mAb #4370S, dilution 1/50), and phospho-S6 ribosomal protein (ser235/236) (D57.2.2E) (Cell Signaling Technology, Danvers, MA, USA; rabbit mAb #4858S). Signal intensities were quantified via Compass software(v6.0.0, ProteinSimple, San Jose, CA, USA).

### 2.6. Single-Cell Proteomic Analysis

Analysis was limited to comparing Untreated group with day 14; which represented the most informative time point based on transcriptomic and bulk signaling alterations. Single-cell proteomic analyses were performed using the IsoCode Tumor Signaling platform (IsoPlexis, Branford, CT, USA; now PhenomeX) to assess heterogeneity in intracellular signaling.

Cells were detached, washed in PBS, and stained with CellTrace FarRed (1:10,000 dilution; Life Technologies, Carlsbad, CA, USA) for 15 min at 37 °C in the dark. Following staining, cells were quenched with complete medium, washed, and resuspended. Cell suspensions were filtered through a 70 μm filter to remove aggregates prior to chip loading. Cells were then resuspended at 1 × 10^6^ cells/mL, and 35 μL of suspension (~35,000 cells) was loaded per condition onto Human IsoCode Tumor Signaling Chips and processed using the IsoLight instrument (IsoPlexis, Branford, CT, USA).

Single-cell measurements were obtained from captured and quality-filtered cells as determined by the IsoSpeak analysis pipeline (v2.8.0.0; IsoPlexis, Branford, CT, USA). The number of analyzable cells per condition was as follows: U87 untreated (*n* = 597), U87 IFN-γ (14 days) (*n* = 432), U251 untreated (*n* = 589), and U251 IFN-γ (14 days) (*n* = 744). Proteomic profiles were normalized across biological replicates, and statistical significance was assessed using the Mann–Whitney U test.

Functional heterogeneity was quantified using the functional heterogeneity index (FHI), a composite metric generated by IsoSpeak (v2.8.0.0) that summarizes the diversity and co-occurrence of functional protein modules across individual cells within a population. Higher FHI values indicate increased functional heterogeneity and multiplexed signaling states rather than uniform pathway activation.

Single-cell correlation networks were generated in IsoSpeak by computing pairwise correlations between phosphorylated signaling proteins across individual cells within each condition. These correlations reflect coordinated phosphorylation patterns across heterogeneous cell populations and do not imply direct molecular interactions or causal relationships. Only statistically significant correlations, as determined by the IsoSpeak analysis pipeline, were visualized.

### 2.7. Secretome Profiling

The cryopreserved supernatants were thawed at room temperature for 30–60 min and mixed thoroughly by pipetting. An aliquot of 5.5 μL from each sample was loaded into the macro chambers of a CodePlex Human Adaptive Immune Panel chip, prepatterned with a 23-plex antibody array. A 2% BSA/PBS mixture was used as background control. The chip was subsequently processed in the IsoLight automation system, and cytokine levels were quantified via fluorescence-based ELISA. The data were analyzed via IsoSpeak software (v2.8.0.0).

### 2.8. Statistical Analysis

All experiments were performed using independent biological triplicates (*n* = 3). Statistical analyses were conducted in R (version 4.3.1; R Core Team, Vienna, Austria) using packages for differential expression (edgeR, limma), pathway enrichment (msigdbr, fgsea), and data visualization (ggplot2, ComplexHeatmap). Data normality was assessed using the Shapiro–Wilk test prior to parametric analyses, and no significant deviations from normality were detected. No formal statistical test for outliers was conducted, and no data points were excluded from the analyses.

Pairwise comparisons were performed using two-tailed Student’s *t* tests, while multiple group comparisons were analyzed by one-way ANOVA followed by Tukey’s post hoc test. Statistical significance was defined as *p* < 0.05, with adjusted *p* values calculated where appropriate to account for multiple comparisons. No a priori statistical power or sample size calculation was performed; sample sizes were determined based on prior studies using similar experimental designs and feasibility considerations associated with extended time-course and multi-omics analyses, as indicated in the figure legends.

### 2.9. TCGA Data Acquisition and Computational Analysis

Gene expression data for glioblastoma (GBM) tumors (*n* = 172) were obtained from The Cancer Genome Atlas (TCGA) cohort HiSeqV2 platform (Illumina, San Diego, CA, USA). The dataset consisted of preprocessed normalized gene expression values. Expression values were log2-transformed (log2(x + 1)) prior to analysis.

Gene expression values were standardized across tumors for each gene (row Z-score normalization).

To evaluate interferon-associated transcriptional programs, gene sets were defined using both curated Molecular Signatures Database (MSigDB) pathways (including Hallmark and Reactome gene sets) and custom gene modules based on literature-supported signatures, including interferon response (IRDS), antigen presentation, immune checkpoint, and immune cell-associated programs.

Pathway scores were calculated as the mean gene-wise Z-score of genes within each pathway for each tumor. Gene sets with fewer than three genes represented in the dataset were excluded from scoring.

Associations between IFN-γ signaling, PI3K–AKT pathway activity, and immune-related gene modules were evaluated using Spearman correlation analysis. Where indicated, tumors were stratified by transcriptional subtypes based on available TCGA annotations. Statistical significance was defined as *p* < 0.05.

All analyses and visualizations were performed in R (version 4.3.1) using packages including ggplot2 and ComplexHeatmap.

Full statistical results for all quantitative assays are provided in Supplementary Tables S1–S4.

## 3. Results

### 3.1. IFN-γ Induces Distinct, Time-Dependent Growth Responses in GBM Cells

To evaluate the direct impact of IFN-γ on glioblastoma cell growth, U87 and U251 cells were exposed to IFN-γ (10 ng/mL) for up to 28 days, with or without cytokine washout (Figure 1A–C). Proliferation was quantified using longitudinal cell counts across time points, from which relative growth and doubling time were derived.

Notably, visual assessments of confluence did not consistently reflect quantified proliferation rates, particularly in U251 cells, whose thin and elongated morphology limited visual discrimination of cell density across treatment conditions.

IFN-γ treatment was associated with reduced relative growth in both cell lines compared with untreated controls (*p* < 0.01; Supplementary Table S1).

While doubling time increased in both models at early time points, this metric could not be consistently applied under conditions where cell numbers remained static or decreased, particularly in U251 cells during prolonged IFN-γ exposure. Accordingly, relative growth provided a more robust measure of proliferative dynamics across the full-time course.

The temporal pattern of growth response differed between models. U87 cells exhibited a sustained reduction in growth beginning at D3 (*p* < 0.01), with only partial recovery following cytokine washout. In contrast, U251 cells showed minimal change at D3 but progressive growth suppression during chronic IFN-γ exposure, followed by marked rebound after washout, restoring or exceeding baseline growth levels (*p* < 0.001).

These findings indicate that IFN-γ imposes an early constraint on GBM cell growth while driving cell line-specific and differentially reversible proliferative responses.

### 3.2. IFN-γ Elevates STAT1 in Both GBM Lines but Elicits Opposite AKT Trajectories

To characterize intracellular signaling responses to IFN-γ in the two cell lines, we examined the phosphorylation levels and expression of key proteins involved in growth and survival pathways. Figure 2A summarizes the IFN-γ receptor–JAK1/2–STAT signaling pathway and its crosstalk with the PI3K–AKT–mTOR signaling axis. STAT1 phosphorylation increased in both U87 and U251 cells during IFN-γ exposure, with distinct temporal patterns. In U87 cells, phosphorylated STAT1 was significantly elevated by day 7 relative to untreated cells (*p* < 0.001) and remained above baseline throughout the treatment course, with a modest decline from the day 7 peak. In U251 cells, phosphorylated STAT1 increased progressively over time (*p* < 0.001), reaching maximal levels at later time points. In both cell lines, pSTAT1 levels returned toward baseline following IFN-γ washout.

PI3K–AKT–mTOR pathway readouts diverged between the two cell lines. In U87 cells, PI3K protein levels showed a modest decrease at early time points followed by increased expression during prolonged IFN-γ exposure, paralleling the increase in phosphorylated AKT and phosphorylated S6 observed at later time points (*p* < 0.001), which persisted following cytokine washout. In contrast, U251 cells exhibited relatively stable PI3K levels during early exposure with a decrease at later time points, accompanied by progressive suppression of AKT pathway phosphoproteins during IFN-γ exposure, becoming most pronounced after 14 days of treatment. Following washout, pAKT levels showed partial recovery, whereas pS6 demonstrated only modest recovery, indicating a distinct signaling trajectory under identical treatment conditions (Figure 2B,C).

Changes in STAT1, STAT3, and AKT phosphorylation were quantified relative to their corresponding total protein levels, whereas changes in PI3K and pS6 are presented as relative expression or phosphorylation without normalization to corresponding total protein levels. Importantly, recovery of proliferative capacity after IFN-γ washout did not consistently coincide with restoration of these signaling readouts, suggesting partial uncoupling between proliferation recovery and PI3K–AKT–mTOR pathway activity as assessed by these markers.

### 3.3. Temporal Gene Expression and Pathway Enrichment in GBM Cells

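RNA of the glioblastoma cell lines U87 and U251 was sequenced in 30 libraries, 3 in each of 5 groups per line. The groups were cells without IFN-γ (Untreated), cells exposed to it for 3, 14 or 28 days (D3, D14 and D28), and cells exposed for 14 days and then kept without it for 14 days (D28WO). The groups follow the paper, which gives a dose of 10 ng/mL and an untreated sample from day 0, whereas the sample labels give 1 µg/mL and day 3 for the untreated cells. Neither source gives an untreated sample at day 14 or 28. Comparisons of D14, D28 and D28WO with Untreated therefore do not separate IFN-γ from time in culture, and for D3 this depends on the day. The paper names STAR alignment, featureCounts and a minimum of 50 M reads per sample. The deposited values are TPM, in a separately normalized table for each line, and the paper's text does not name how TPM was computed. Every library sums to the same total, so the sequencing depth is unknown and a gene listed at 0 has no upper limit. Genes above 0 numbered 24223 to 28649 per U87 library (median 27149) and 24450 to 30246 per U251 library (median 27763). The Untreated libraries of U87 held 24223 to 25459 such genes, fewer than each treated U87 library. Both D3 and D14 of U87 rest on 2 libraries, because 2 columns of the U87 table carry the same name and were used in no step. All 15 libraries of U251 were used. An exchange of the names D14 and D28WO could not be excluded, so every result at these time points carries that doubt.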

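Values were compared within a line only, as log2(TPM + 1), with limma and all groups of a line in 1 fit. The test covered genes with a mean of at least 0.5 TPM in the line, 22918 in U87 and 23667 in U251. A gene passed the threshold with an adjusted p under 0.05 and an absolute log2 fold change over 1. Gene lists were tested with camera at a preset correlation of 0.01, and the effect of a list is the median log2 fold change of its genes. The p of camera compares a list with the other genes tested and does not test the printed median against 0. The adjustment covered the 20 lists and 7 contrasts of a line together. The genes labelled in the paper's volcano plots were chosen there on these samples, so a test of that list is not independent evidence. In U87 the median of all genes tested was 0.20 at D3, 0.15 at D14, 0.19 at D28 and 0.25 at D28WO (log2 fold change against Untreated). In U251 it was 0.13, 0.096, 0.16 and 0.015 at the same time points. The change of a list is therefore also given relative to this median. Of the 67 list results reported in U87, 52 had an adjusted p under 0.05 with camera, and 44 of these also with fry and 35 also with camera at a correlation estimated from the data. In U251 the numbers were 45 of 59, then 44 and 24. Coordinates are those of GRCh38.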

To characterize the temporal interferon transcriptional response, we analyzed a focused set of IFN-γ-responsive genes representing core signaling (IFNGR1/2, JAK1/2, STAT1, IRF1), antigen presentation (CIITA/NLRC5, HLA class I/II, TAP1/2, TAPBP, B2M), immunoproteasome components (PSMB8/9/10, PSME1/2), chemokines (CXCL9/10/11, CCL2/CCL5), and negative feedback regulators (SOCS1/3, USP18, PTPN1/2). Gene expression is presented as row z-scored group means across all conditions.

#### 3.3.1. U87 Cells Display a Two-Phase on–off–on Response with Delayed Upregulation of Chemokines

We first examined transcriptional responses in U87 cells following chronic IFN-γ exposure. At day 3, core IFNγ signaling and antigen presentation genes were strongly induced (Figure 3A). This early activation was followed by a relative attenuation at day 14, interrupting the initial response and preceding reactivation at later time points (i.e., day 28, with and without IFN-γ), consistent with a non-linear, on–off–on trajectory.

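The 6 core signaling genes of U87 had a median log2 fold change of 0.56 at D3 (n = 2) against Untreated (n = 3), which is 0.36 above the median of all genes. The change was positive in 5 of 6 genes (camera, adjusted p = 0.00563), and quantile normalization moved the median most, to 0.36. IRF1 (chromosome 5, 132440440 to 132508719) rose from 133 ± 2.78 TPM (SD) in Untreated to 448 ± 3.34 TPM at D3, a log2 fold change of 1.74 (limma with Benjamini-Hochberg adjustment, adjusted p = 1.1e-06). Median-ratio size factors moved that of IRF1 to 1.61. With an adjusted p under 0.05, 4 core genes were higher and 1 was lower over all genes tested, and as many adjusted over the list alone. The 15 antigen presentation genes had a median of 0.82, or 0.62 relative to all genes, and each of them was higher at D3 (camera, adjusted p = 1.5e-15). Among them CIITA (chromosome 16, 10866222 to 10943021) rose from 43.6 ± 9.46 to 154 ± 1.71 TPM, and B2M (chromosome 15, 44711358 to 44718851) from 948 ± 82.0 to 2388 ± 267 TPM. Their log2 fold changes were 1.82 and 1.33 (limma with Benjamini-Hochberg adjustment, adjusted p = 4.9e-06 and 2.1e-05). The list holds HLA genes, near-identical paralogs between which reads can be shared.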

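At D14 (n = 2) the median of the core signaling genes in U87 was 0.21 against Untreated, 0.057 relative to all genes (camera, adjusted p = 0.419). That of the antigen presentation genes was 0.043, or -0.11 relative to all genes, and it turned negative with median-ratio size factors (-0.089; camera, adjusted p = 0.542 without them). Compared directly with D3, the medians were -0.22 for core signaling (lower in 4 of 6 genes; camera, adjusted p = 0.0155) and -0.82 for antigen presentation (lower in 15 of 15; adjusted p = 3.0e-25). From D14 to D28 they rose by 0.40 (camera, adjusted p = 0.00173) and 0.97 (adjusted p = 2.3e-31). Against Untreated, the core genes reached 0.78 at D28 and 1.18 at D28WO (n = 3 each; camera, adjusted p = 0.00320 and 0.00203), which is 0.59 and 0.93 relative to all genes. The antigen presentation genes reached 1.01 and 0.90 (camera, adjusted p = 2.6e-16 and 3.3e-10), which is 0.82 and 0.64 relative to all genes. B2M was at 911 ± 56.6 TPM (SD) at D14, 2329 ± 329 at D28 and 3135 ± 229 at D28WO.

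**Figure D1:**
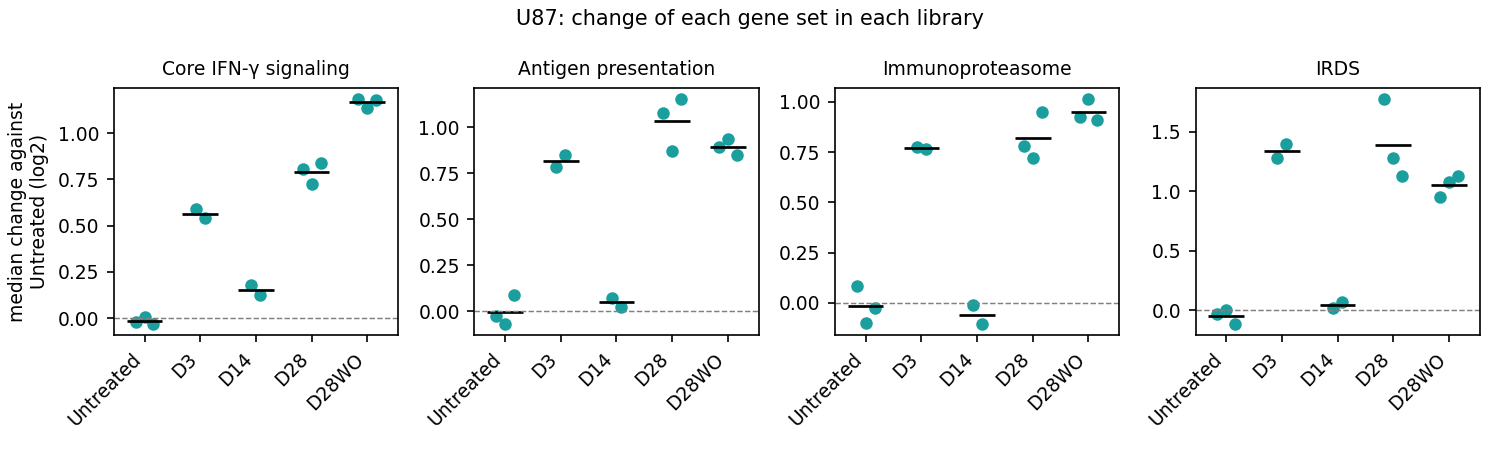
Median change of 4 gene lists in each U87 library against the mean of the Untreated libraries (log2, y axis) by time point (x axis), with dots for libraries, black lines for group means and a dashed line at 0. The D14 libraries lie near 0 in the antigen presentation and immunoproteasome panels, whose medians at D14 were 0.043 and -0.048, both below 0 with median-ratio size factors.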

Chemokine expression displayed delayed kinetics. CXCL9/10/11 and CCL2/5 showed only modest induction at early time points but reached maximal expression at day 28 (with and without IFN-γ) (Figure 3A). 

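In the Untreated libraries of U87, CXCL9, CXCL10, CXCL11 and CCL5 were listed at 0, so no fold is given for them. CXCL10 (chromosome 4, 76021118 to 76023497) was at 8.51 ± 2.72 TPM (SD, n = 2) at D3, listed at 0 at D14, and at 17.2 ± 3.68 TPM (n = 3) at D28 and 21.2 ± 0.964 TPM (n = 3) at D28WO. CXCL11 was at 5.38 ± 0.855 TPM at D3, listed at 0 at D14, and at 11.7 ± 1.53 and 11.0 ± 3.10 TPM at D28 and D28WO. CXCL9 stayed low, with 0.283 ± 0.266 TPM at D3, 0.846 ± 0.244 at D28 and 1.14 ± 0.305 at D28WO. CCL5 went from 6.59 ± 3.74 TPM at D3 to 1.10 ± 0.605 at D14, 4.54 ± 1.29 at D28 and 14.6 ± 3.10 at D28WO. CCL2 (chromosome 17, 34255274 to 34257208) was present without IFN-γ, at 25.4 ± 4.10 TPM, and reached 54.6 ± 8.90 at D3, 23.6 ± 0.937 at D14, 34.9 ± 11.9 at D28 and 79.5 ± 2.18 at D28WO. Its log2 fold change was 1.08 at D3, 0.40 at D28 and 1.62 at D28WO (limma with Benjamini-Hochberg adjustment, adjusted p = 0.00930, 0.180 and 8.2e-05). The median of the 5 genes was 2.67 at D3, 0 at D14, 2.44 at D28 and 3.55 at D28WO (camera, adjusted p = 1.2e-04, 0.845, 1.2e-04 and 2.2e-04). Because the gene at the median is listed at 0 in Untreated, it depends on the pseudocount, and with 0.1 in place of 1 it was 5.77 at D3, 5.49 at D28 and 6.75 at D28WO. Higher chemokines at D28 with an adjusted p under 0.05 numbered 4 of 5 over all genes tested and 4 adjusted over the list alone.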

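For the immunoproteasome genes PSMB8, PSMB9, PSMB10, PSME1 and PSME2 in U87, the median log2 fold change against Untreated was 0.77 at D3, -0.048 at D14, 0.77 at D28 and 0.95 at D28WO (camera, adjusted p = 5.7e-06, 0.138, 7.2e-06 and 3.3e-04). Relative to all genes these are 0.57, -0.20, 0.58 and 0.70. The sign at D14 rested on 1 library, and the median was 0.014 without Untreated replicate 1. From D3 to D14 the list dropped by 0.85 in the median, and 5 of 5 genes were lower (camera, adjusted p = 6.8e-10). PSMB9 (chromosome 6, 32844136 to 32859851) was at 72.4 ± 6.02 TPM (SD, n = 3) in Untreated, 167 ± 1.92 (n = 2) at D3, 69.8 ± 2.48 (n = 2) at D14, 177 ± 20.7 (n = 3) at D28 and 179.6 ± 8.97 (n = 3) at D28WO. Its log2 fold change was 1.20 at D3, 1.27 at D28 and 1.302 at D28WO (limma with Benjamini-Hochberg adjustment, adjusted p = 1.1e-05, 1.8e-06 and 8.2e-07). Higher genes of the list at D28 with an adjusted p under 0.05 numbered 5 of 5 over all genes tested and 5 adjusted over the list alone.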

Immunoproteasome components followed a similar activation–attenuation–reactivation pattern. In contrast, negative feedback regulators accumulated progressively during IFN-γ exposure and remained partially elevated after washout.

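The 5 feedback genes of U87 had a median log2 fold change of 0.28 at D3, 0.16 at D14, 0.49 at D28 and 0.073 at D28WO against Untreated, and 5 of 5 were higher at D28 (camera, adjusted p = 0.0533, 0.965, 0.0482 and 0.699). Relative to all genes the medians were 0.087, 0.015, 0.30 and -0.18. With quantile normalization the medians at D14 and D28WO were negative, at -0.099 and -0.00025, and the call at D28 was lost with median-ratio size factors and without Untreated replicate 1 (0.43), without Untreated replicate 3 (0.44), without D28 replicate 2 (0.51) and without D28 replicate 3 (0.50). SOCS1 (chromosome 16, 11254417 to 11256204) was at 16.6 ± 2.75 TPM (SD, n = 3) in Untreated, 31.5 ± 4.20 (n = 2) at D3, 18.5 ± 0.730 (n = 2) at D14, 32.8 ± 2.60 (n = 3) at D28 and 31.9 ± 4.86 (n = 3) at D28WO. Its log2 fold change was 0.89 at D3, 0.95 at D28 and 0.91 at D28WO (limma with Benjamini-Hochberg adjustment, adjusted p = 0.00414, 9.4e-04 and 4.4e-04). USP18 was at 31.5 ± 5.44 TPM in Untreated, 28.7 ± 1.75 at D14, 44.96 ± 2.99 at D28 and 32.4 ± 0.865 at D28WO, and SOCS3 at 80.7 ± 4.68, 92.9 ± 1.27, 88.1 ± 4.03 and 84.9 ± 2.56 TPM. With an adjusted p under 0.05, the number of feedback genes that were higher at D28 was 3 of 5 over all genes tested and 3 adjusted over the list alone.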

Pathway-level analysis recapitulated these gene-level trends. Interferon response pathways (INTERFERON-γ/α RESPONSE), along with TNFα–NF-κB and IL6–JAK–STAT signaling, peaked early, showed relative attenuation at day 14, and re-emerged at later time points (Figure 3B,C). In contrast, growth and metabolic programs (MYC/E2F, G2M, mTORC1, OxPhos) remained consistently suppressed throughout the time course (Figure 3D,E).

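The Hallmark sets were not used here. In their place stand 30 type I interferon-stimulated genes and 20 NF-κB-responsive genes, written down by hand before the values were seen, and the 7 genes of the paper's interferon-related DNA damage signature (IRDS). In U87, the median log2 fold change of the type I genes was 1.47 at D3, 0.23 at D14, 1.55 at D28 and 1.58 at D28WO (camera, adjusted p = 2.4e-30, 0.0608, 2.4e-30 and 4.2e-17). Quantile normalization changed the value at D14 to -0.0093. NF-κB-responsive genes had medians of 1.39, 0.32, 1.14 and 1.65 at these time points (camera, adjusted p = 1.8e-17, 9.2e-04, 3.2e-13 and 3.8e-13). For the IRDS genes the medians were 1.34, 0.055, 1.28 and 0.99 (camera, adjusted p = 6.8e-06, 0.916, 5.3e-06 and 0.00707), and at D14 the sign turned negative with quantile normalization (-0.072) and with median-ratio size factors (-0.075). The fall from D3 to D14 was tested directly, with medians of -1.31 for type I genes (lower in 30 of 30; camera, adjusted p = 3.1e-42), -0.95 for NF-κB genes (lower in 19 of 20; adjusted p = 1.0e-19) and -0.86 for IRDS genes (lower in 7 of 7; adjusted p = 4.2e-08). At D28, higher type I genes with an adjusted p under 0.05 numbered 30 of 30 over all genes tested and 30 adjusted over the list alone, higher NF-κB genes 18 of 20 over all genes tested and 18 adjusted over the list alone, and higher IRDS genes 6 of 7 over all genes tested and 6 adjusted over the list alone. OAS1, whose paralogs lie next to it, had log2 fold changes of 2.11, 1.25, 2.57 and 0.88 at D3, D14, D28 and D28WO (limma with Benjamini-Hochberg adjustment, adjusted p = 6.9e-05, 0.0125, 3.5e-06 and 0.00337).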

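Growth and metabolism were followed in U87 with fixed lists in place of the Hallmark sets. S phase and G2/M genes came from Seurat, nuclear genes of the respiratory chain and cytosolic ribosomal proteins from rules on symbols, and nucleolar MYC-responsive genes and glycolytic enzymes were written by hand. The S phase median was -0.19 at D3, -0.012 at D14, -0.17 at D28 and -0.91 at D28WO (camera, adjusted p = 1.7e-07, 0.0250, 5.4e-07 and 6.4e-24), and at D28WO 42 of 43 genes were lower. With array weights the S phase value at D14 was 0.00055, and it was positive without D14 replicate 2 (0.0039) and short of the threshold without Untreated replicate 3 (-0.0085). G2/M genes had medians of -0.22, -0.050, -0.21 and -0.42 (camera, adjusted p = 3.1e-14, 7.2e-04, 3.6e-14 and 5.4e-19). For the 85 respiratory chain genes tested the medians were -0.27, -0.16, -0.28 and -0.43 (camera, adjusted p = 6.5e-26, 2.3e-15, 2.9e-24 and 2.2e-25). The 22 MYC-responsive genes moved by -0.049, -0.016, -0.13 and -0.16 (camera, adjusted p = 0.00819, 0.0360, 1.8e-05 and 0.00185). Their median was positive at D3 without D3 replicate 3 (0.0054) and at D14 without Untreated replicate 2 (0.018) and without D14 replicate 2 (0.031). At D28, relative to all genes, the medians were -0.36 for S phase, -0.40 for G2/M, -0.47 for the respiratory chain and -0.32 for MYC-responsive genes. Cytosolic ribosomal protein genes had medians of -0.34 at D28 and -0.45 at D28WO (camera, adjusted p = 1.5e-38 and 1.4e-31), and glycolytic enzymes -0.13 and -0.65 (adjusted p = 7.7e-04 and 1.1e-12). Under quantile normalization the calls for S phase, G2/M and MYC-responsive genes at D14, for MYC-responsive genes at D3 and D28WO, and for glycolytic enzymes at D28 no longer passed the threshold. With fry, among others, those for S phase at D3, D14 and D28 were lost (adjusted p = 0.146, 0.957 and 0.134). With camera at the estimated correlation these were lost too (adjusted p = 0.210, 0.587 and 0.226). So were those for the respiratory chain at D3, D14, D28 and D28WO (adjusted p = 0.0634, 0.136, 0.0689 and 0.0654). Of the 43 S phase genes, with an adjusted p under 0.05, those lower at D28 numbered 6 over all genes tested and 0 adjusted over the list alone (15 at an unadjusted p under 0.05), against 37 and 38 at D28WO. At D28 the lower genes numbered 18 and 22 of 54 for G2/M, and 41 and 55 of 85 for the respiratory chain.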

#### 3.3.2. U251 Cells Display a Sustained Interferon Program with Strong Late Chemokines and Feedback

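The filter, lists and tests used for U87 were applied to the separately normalized U251 table, with 3 libraries in every group. Across the 5 groups, the number of genes above 0 ranged from 24450 to 27187 in Untreated, from 26475 to 28365 at D3, from 27763 to 29771 at D14, from 28955 to 30246 at D28 and from 25633 to 26378 at D28WO. The 100 most abundant genes held 5.57 to 6.80% of the total TPM of a library.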

We next analyzed transcriptional responses in U251 cells under the same treatment conditions. In contrast to U87, U251 cells exhibited sustained activation of core IFNγ signaling and antigen presentation programs across all time points, with only partial attenuation following IFN-γ washout (Figure 4A).

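In U251 the median of the 6 core signaling genes was 1.06, 0.24, 0.95 and 1.15 at D3, D14, D28 and D28WO against Untreated (log2; camera, adjusted p = 0.158, 0.274, 0.254 and 0.0163). The list is split, since 3 genes were higher and 2 lower at D28 with an adjusted p under 0.05 over all genes tested, and 3 and 2 adjusted over the list alone. With fry the core list passed the threshold at D3, D14 and D28 as well. IRF1 was at 141 ± 3.90 TPM (SD, n = 3) in Untreated and 589 ± 114, 300.3 ± 18.4, 603 ± 61.6 and 620.1 ± 38.7 TPM at these time points, with log2 fold changes of 2.04, 1.08, 2.08 and 2.13 (limma with Benjamini-Hochberg adjustment, adjusted p = 5.5e-09, 1.2e-05, 4.0e-09 and 5.0e-09). The antigen presentation list had medians of 2.19, 1.11, 2.27 and 2.32 (camera, adjusted p = 6.3e-18, 3.9e-19, 1.2e-18 and 8.8e-26). Higher genes at D28 numbered 14 of 15 over all genes tested and 14 adjusted over the list alone, and at D14 13 of 15 over all genes tested and 13 adjusted over the list alone. CIITA went from 1.88 ± 0.727 TPM in Untreated to 130.5 ± 5.85, 7.48 ± 0.621, 131 ± 7.57 and 101.8 ± 6.56 TPM, with log2 fold changes of 5.54, 1.59, 5.54 and 5.19 (limma with Benjamini-Hochberg adjustment, adjusted p = 2.9e-12, 3.9e-06, 2.2e-12 and 5.0e-12). B2M rose from 1696 ± 42.99 to 4341 ± 111, 2848 ± 60.1, 5219 ± 258 and 5158 ± 194 TPM, with log2 fold changes of 1.36, 0.75, 1.62 and 1.60 (limma with Benjamini-Hochberg adjustment, adjusted p = 3.0e-11, 5.3e-08, 4.0e-12 and 5.3e-12). HLA-DRA (chromosome 6, 32439878 to 32445046), from a family whose reads can be shared, was listed at 0 in Untreated and at 244 ± 46.4, 49.6 ± 4.49, 303 ± 6.12 and 183 ± 3.64 TPM later.

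**Figure D2:**
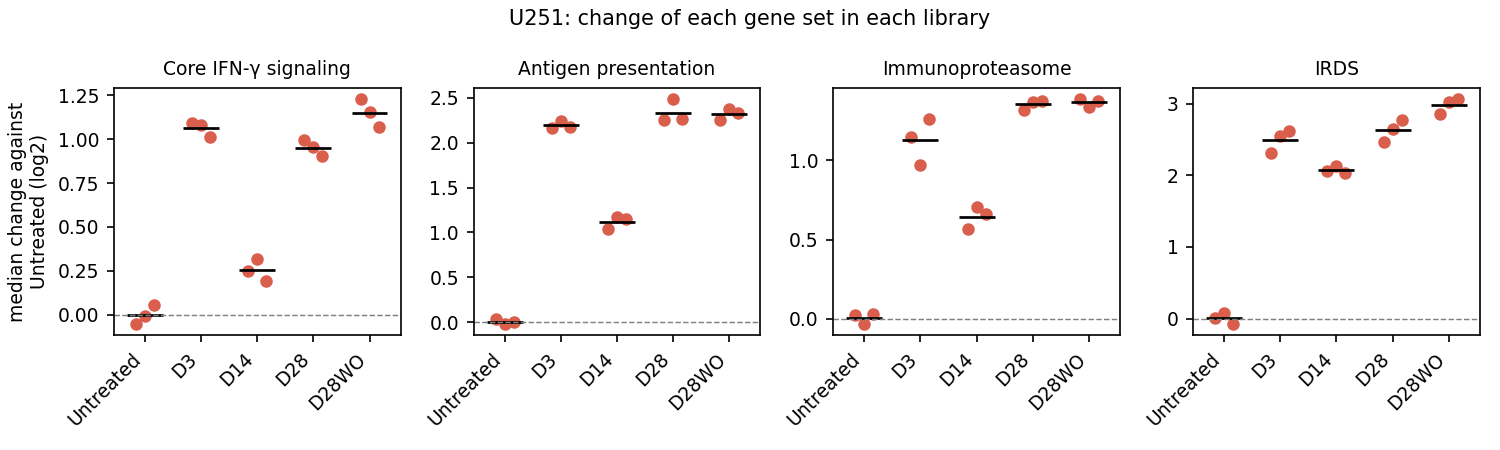
Median change of 4 gene lists in each U251 library against the mean of the Untreated libraries (log2, y axis) by time point (x axis), with dots for libraries, black lines for group means and a dashed line at 0. Every library of the 4 later groups lies above 0 in the IRDS panel, and antigen presentation is lowest among them at D14 (1.11).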

Immunoproteasome gene expression increased progressively and reached maximal levels at day 28, with or without IFN-γ washout. 

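The median log2 fold change of the 5 immunoproteasome genes in U251 was 1.13, 0.64, 1.38 and 1.40 at D3, D14, D28 and D28WO (n = 3 each; camera, adjusted p = 5.1e-06, 9.8e-06, 8.0e-06 and 3.6e-09), and every gene was higher than in Untreated at each of these time points. Relative to all genes the medians were 1.00, 0.55, 1.22 and 1.38. PSMB9 was at 69.9 ± 1.84 TPM (SD) in Untreated and 253 ± 10.7, 155 ± 7.13, 223 ± 6.17 and 294 ± 12.8 TPM at D3, D14, D28 and D28WO. Its log2 fold changes were 1.84, 1.13, 1.66 and 2.05 (limma with Benjamini-Hochberg adjustment, adjusted p = 7.6e-12, 3.9e-09, 2.0e-11 and 2.8e-12). PSMB8 followed with 106 ± 4.04 TPM in Untreated and 192 ± 7.70, 166 ± 8.25, 184 ± 6.21 and 208 ± 9.86 TPM, and PSME2 with 120.4 ± 4.06 and 309.97 ± 36.7, 219 ± 9.74, 339 ± 36.9 and 319 ± 16.6 TPM. Higher genes with an adjusted p under 0.05 numbered 4 of 5 over all genes tested and 5 adjusted over the list alone at D14, and 5 of 5 over all genes tested and 5 adjusted over the list alone at D28.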

Chemokine expression was detectable as early as day 3 and intensified further at later time points, resulting in strong expression at day 28 and after washout (Figure 4A). 

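CXCL10 of U251 was at 0.203 ± 0.351 TPM (SD, n = 3) in Untreated, 239 ± 55.9 at D3, 36.1 ± 0.529 at D14, 504 ± 15.5 at D28 and 89.3 ± 10.6 at D28WO. CXCL11 was at 0.503 ± 0.511 TPM in Untreated and 246 ± 46.5, 24.7 ± 4.65, 448 ± 40.3 and 31.5 ± 4.09 TPM at these time points, and CXCL9 at 0.0276 ± 0.0479 and 94.9 ± 33.7, 0.548 ± 0.3001, 187 ± 14.5 and 16.1 ± 2.00 TPM. CCL5 went from 0.459 ± 0.284 to 5.25 ± 3.05, 6.39 ± 2.32, 23.2 ± 2.76 and 4.17 ± 0.744 TPM. CCL2 was at 21.0 ± 3.00 TPM in Untreated and 20.4 ± 5.82, 57.1 ± 2.23, 73.1 ± 4.38 and 9.68 ± 2.01 TPM later, with log2 fold changes of -0.065, 1.41, 1.76 and -1.05 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.806, 9.1e-05, 3.1e-06 and 5.5e-04). The sign of CCL2 at D3 depends on the library, since leaving out 1 library at a time gave -0.26 to 0.14, with positive values without Untreated replicate 1 (0.024) and without D3 replicate 1 (0.14). The median of the 5 genes was 6.48, 2.30, 7.52 and 4.05 at D3, D14, D28 and D28WO, and 5 of 5 were higher at D28 and 4 of 5 at D28WO (camera, adjusted p = 1.2e-04, 1.3e-06, 4.4e-07 and 2.4e-04). Genes near 0 in Untreated make it depend on the pseudocount, and with 0.1 in place of 1 it was 8.98, 3.58, 9.85 and 6.02. With an adjusted p under 0.05, the chemokines higher at D28 numbered 5 of 5 over all genes tested and 5 adjusted over the list alone.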

Negative feedback regulators accumulated steadily and remained prominent at late time points.

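The 5 feedback genes of U251 had medians of 0.41, 0.31, 0.62 and 0.58 at D3, D14, D28 and D28WO, and 4 of 5 were higher at D28 (log2 fold change against Untreated, n = 3 each; camera, adjusted p = 0.103, 9.2e-04, 0.0202 and 1.4e-04). Relative to all genes the medians were 0.28, 0.22, 0.46 and 0.57. At D28 the number higher with an adjusted p under 0.05 was 4 of 5 over all genes tested and 4 adjusted over the list alone. SOCS1 rose from 2.82 ± 0.0296 TPM (SD) in Untreated to 35.8 ± 3.43, 9.18 ± 2.27, 45.8 ± 4.30 and 65.7 ± 1.94 TPM at these time points, with log2 fold changes of 3.26, 1.39, 3.61 and 4.13 (limma with Benjamini-Hochberg adjustment, adjusted p = 6.7e-10, 1.4e-05, 2.0e-10 and 6.2e-11). USP18 (chromosome 22, 18150118 to 18177397) rose from 24.3 ± 2.76 to 66.3 ± 4.22, 66.9 ± 3.98, 95.4 ± 5.97 and 83.2 ± 11.1 TPM, with log2 fold changes of 1.41, 1.43, 1.93 and 1.73 (limma with Benjamini-Hochberg adjustment, adjusted p = 1.5e-07, 5.9e-07, 5.7e-09 and 2.8e-08). SOCS3 was at 53.1 ± 5.00 TPM in Untreated and 44.5 ± 2.30, 65.9 ± 2.01, 82.5 ± 11.2 and 79.7 ± 0.893 TPM later. PTPN1 was at 81.2 ± 2.14 and 77.0 ± 1.00, 83.5 ± 2.87, 68.8 ± 0.899 and 81.2 ± 1.68 TPM, and PTPN2 at 63.3 ± 2.53 and 84.3 ± 5.05, 78.2 ± 4.96, 78.8 ± 1.92 and 78.9 ± 1.97 TPM.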

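In U251, OAS1 (chromosome 12, 112905856 to 112933219), an IRDS gene with neighbouring paralogs that can share reads, was at 7.31 ± 0.506 TPM (SD, n = 3) in Untreated and 133 ± 7.08, 117 ± 4.85, 153 ± 4.10 and 174 ± 12.5 TPM at D3, D14, D28 and D28WO. Its log2 fold changes were 4.01, 3.82, 4.22 and 4.40 (limma with Benjamini-Hochberg adjustment, adjusted p = 8.5e-14, 5.8e-13, 5.8e-14 and 5.0e-14). The 7 IRDS genes had a median log2 fold change of 2.49, 2.07, 2.63 and 2.99, with every gene higher than in Untreated at each time point (camera, adjusted p = 1.1e-10, 2.7e-17, 9.6e-11 and 3.2e-16). For the 30 type I interferon-stimulated genes it was 2.15, 1.60, 2.42 and 2.34 (camera, adjusted p = 4.3e-24, 2.3e-31, 7.7e-25 and 1.2e-40), and 28 of 30 were higher at D14. The 19 NF-κB-responsive genes tested had medians of 0.47, 0.90, 0.97 and 0.13 (camera, adjusted p = 0.0198, 4.1e-12, 9.7e-07 and 0.0230), with 18 of 19 higher at D28 and 11 of 19 at D28WO. With an adjusted p under 0.05 at D28, higher IRDS genes numbered 7 of 7 over all genes tested and 7 adjusted over the list alone, type I genes 28 of 30 over all genes tested and 29 adjusted over the list alone and NF-κB genes 13 of 19 over all genes tested and 14 adjusted over the list alone.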

Consistent with these observations, IRDS-associated genes remained elevated throughout the time course (Figure 4C), and pathway analysis confirmed sustained activation of INTERFERON-γ/α RESPONSE signatures, together with co-activation of TNFα–NF-κB and IL6–JAK–STAT3 pathways during IFN-γ exposure (Figure 4D).

Cell cycle-associated gene sets (E2F, G2M, MYC targets) exhibited a modest transient rebound at day 14 before declining again at later time points. 

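In U251 the S phase genes had a median log2 fold change of 0.054, 0.29, 0.014 and -0.69 at D3, D14, D28 and D28WO against Untreated (camera, adjusted p = 0.671, 3.3e-06, 0.305 and 1.6e-17), and the sign at D28 changed to -0.048 and that at D3 to -0.0060 with median-ratio size factors. The value at D28 was also negative without D28 replicate 1 (-0.0089) and without D28 replicate 3 (-0.029). At D14, 38 of 43 S phase genes were higher, and at D28WO 40 of 43 were lower. The paper's cell counts, in contrast, have U251 growth back at baseline or above after washout. The G2/M genes had medians of 0.10, 0.60, 0.23 and -0.043 (camera, adjusted p = 0.806, 2.2e-19, 0.274 and 0.202), with 52 of 54 higher at D14. Compared directly with D3, D14 was higher by 0.19 in S phase (32 of 43 genes; camera, adjusted p = 5.9e-04) and by 0.44 in G2/M (52 of 54; adjusted p = 7.1e-17). MYC-responsive nucleolar genes moved by 0.36, 0.23, 0.27 and 0.047 (camera, adjusted p = 4.8e-04, 9.9e-04, 0.0355 and 0.280), and the call at D28 was lost with median-ratio size factors (0.21) and without Untreated replicate 1 (0.29) and without D28 replicate 3 (0.29). That of G2/M at D28 passed the threshold without Untreated replicate 3 (0.31). With camera at the estimated correlation, the S phase and G2/M calls at D14 were lost against Untreated (adjusted p = 0.150 and 0.0657). They were also lost against D3 (adjusted p = 0.274 and 0.0836). Relative to all genes, the medians at D14 were 0.20 for S phase, 0.51 for G2/M and 0.13 for MYC-responsive genes. Higher genes at D14 with an adjusted p under 0.05 numbered 22 of 43 over all genes tested and 25 adjusted over the list alone in S phase, and 44 of 54 over all genes tested and 49 adjusted over the list alone in G2/M.

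**Figure D3:**
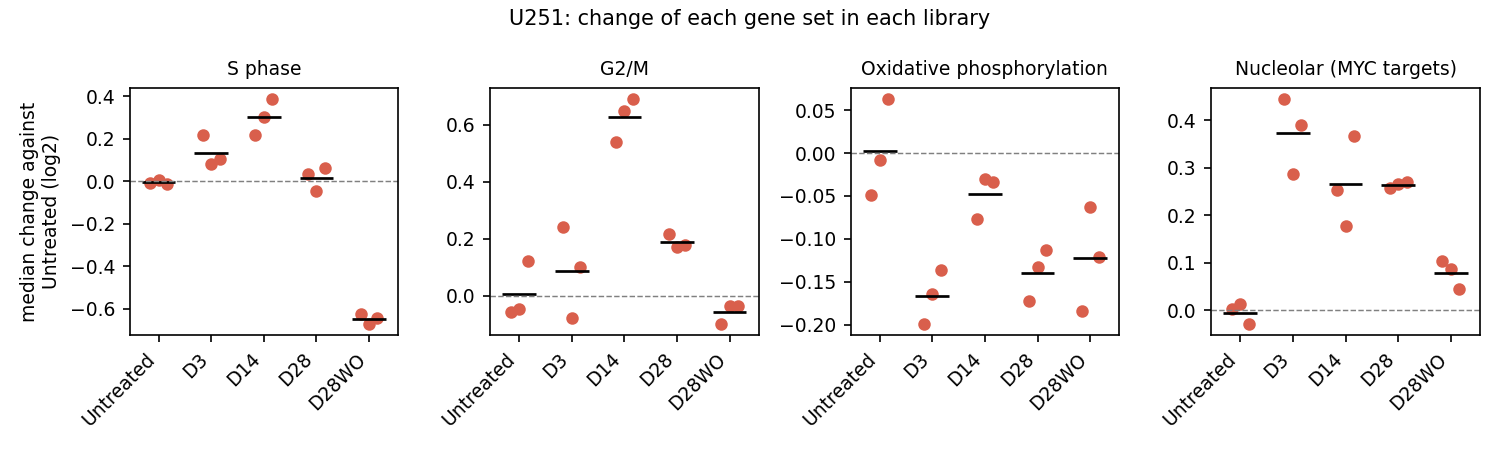
Median change of 4 growth and metabolism lists in each U251 library against the mean of the Untreated libraries (log2, y axis) by time point (x axis), with dots for libraries, black lines for group means and a dashed line at 0. The G2/M libraries at D14 lie above those of every other group, and the S phase libraries at D28WO below them (medians 0.60 and -0.69).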

Following washout, interferon signaling remained detectable, and most metabolic and plasticity-associated pathways remained suppressed (Figure 4E).

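At D28WO in U251 (n = 3), the interferon lists stood 2.33 (type I genes), 2.97 (IRDS) and 2.31 (antigen presentation) above the median of all genes tested on the log2 scale, and 30 of 30, 7 of 7 and 15 of 15 of their genes were higher than in Untreated. To read this as persistence depends on the D28WO name, whose exchange with D14 was not excluded. Respiratory chain genes had medians of -0.16, -0.058, -0.13 and -0.11 at D3, D14, D28 and D28WO (camera, adjusted p = 6.2e-08, 0.00284, 4.9e-07 and 1.0e-04), and with quantile normalization the value at D14 turned to 0.0066. At D28WO 60 of 85 of them were lower. Cytosolic ribosomal protein genes had a median of -0.18 at D28WO (72 of 85 lower; camera, adjusted p = 1.1e-10) and glycolytic enzymes -0.29 (14 of 17 lower; adjusted p = 5.9e-04). For 21 mesenchymal and matrix genes, written by hand as a measure of plasticity, it was -0.26 (12 of 21 lower; camera, adjusted p = 0.254). At the estimated correlation, camera no longer called the respiratory chain, ribosomal proteins and glycolytic enzymes at D28WO (adjusted p = 0.286, 0.114 and 0.105). Lower genes at D28WO with an adjusted p under 0.05 numbered 25 of 85 over all genes tested and 25 adjusted over the list alone for the respiratory chain, 38 of 85 over all genes tested and 43 adjusted over the list alone for ribosomal proteins and 9 of 17 over all genes tested and 12 adjusted over the list alone for glycolytic enzymes.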

To assess whether interferon-driven programs extend to immune checkpoint regulation, we examined CD274 (PD-L1) and IDO1 expression. Both genes were induced in response to IFN-γ in both models but exhibited distinct temporal patterns. 

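In U87, both genes had an adjusted p under 0.05 at D3, D28 and D28WO over all genes tested and adjusted over the list alone, and neither at D14. In U251 both did at D3, D28 and D28WO, and IDO1 also at D14. An absolute log2 fold change over 1 came on top of this for IDO1 at D3, D28 and D28WO in U87, for both genes at these time points in U251, and for IDO1 at D14 in U251. CD274 lies on chromosome 9, 5450503 to 5470566, and IDO1 on chromosome 8, 39902275 to 39928790.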

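CD274 in U87 was at 34.6 ± 10.7 TPM (SD, n = 3) in Untreated, 64.6 ± 7.57 (n = 2) at D3, 45.4 ± 1.35 (n = 2) at D14, 66.9 ± 5.53 (n = 3) at D28 and 68.2 ± 1.72 (n = 3) at D28WO. Its log2 fold changes against Untreated were 0.92, 0.42, 0.97 and 1.00 at D3, D14, D28 and D28WO (limma with Benjamini-Hochberg adjustment, adjusted p = 0.00613, 0.189, 0.00160 and 4.5e-04). The change at D14 passed an adjusted p of 0.05 without Untreated replicate 2 (0.66). Quantile normalization moved the change at D3 most, to 0.70. From D3 to D14 CD274 fell by 0.49 (adjusted p = 0.208 from the same test over all genes tested, and under 0.05 adjusted over the list alone). IDO1 was at 0.0795 ± 0.138 TPM in Untreated, where 1 of 3 libraries lay above 0, at 83.6 ± 3.22 TPM at D3, listed at 0 in both D14 libraries, and at 111 ± 17.8 and 136 ± 0.985 TPM at D28 and D28WO. Its log2 fold changes on the pseudocount of 1 were 6.30 at D3, 6.69 at D28 and 6.99 at D28WO (limma with Benjamini-Hochberg adjustment, adjusted p = 6.8e-10, 9.3e-11 and 5.6e-11). With 0.1 the change at D3 was 9.12. Between D28 and D28WO the change was 0.029 for CD274, with its sign reversed by quantile normalization (-0.011) and without D28 replicate 3 (-0.027), and 0.30 for IDO1 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.939 and 0.164).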

U87 cells showed progressive CD274 upregulation with delayed induction of IDO1. In contrast, U251 cells exhibited higher baseline expression and markedly stronger, sustained induction of both genes (Figure S3), consistent with the persistence of interferon signaling in this model.

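CD274 in U251 was at 29.3 ± 7.88 TPM (SD, n = 3) in Untreated and 133 ± 15.3, 35.0 ± 1.34, 152 ± 13.8 and 109 ± 2.80 TPM at D3, D14, D28 and D28WO. The Untreated levels of the 2 lines come from tables normalized separately and were not tested against each other. Against Untreated, the log2 fold changes of CD274 were 2.17, 0.28, 2.36 and 1.89 (limma with Benjamini-Hochberg adjustment, adjusted p = 3.4e-08, 0.181, 1.3e-08 and 2.0e-07). That at D14 passed an adjusted p of 0.05 without Untreated replicate 2 (0.48). IDO1 was at 7.97 ± 0.371 TPM in Untreated and 346 ± 31.7, 45.1 ± 8.42, 401 ± 11.5 and 302 ± 2.45 TPM, with log2 fold changes of 5.27, 2.35, 5.49 and 5.08 (limma with Benjamini-Hochberg adjustment, adjusted p = 4.3e-13, 3.3e-09, 2.5e-13 and 5.4e-13). From D3 to D14, CD274 dropped by 1.89 and IDO1 dropped by 2.93 on the log2 scale (limma with Benjamini-Hochberg adjustment, adjusted p = 5.0e-07 and 9.3e-10), and every D14 library lay below every D3 library. D28WO lay -0.46 (CD274) and -0.41 (IDO1) from D28 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0217 and 0.0101), and the call for CD274 was lost without D28 replicate 1 (-0.46), without D28 replicate 2 (-0.40), without D28WO replicate 1 (-0.47) and without D28WO replicate 3 (-0.44). Between the lines, differences in these changes were not tested.

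**Figure D4:**
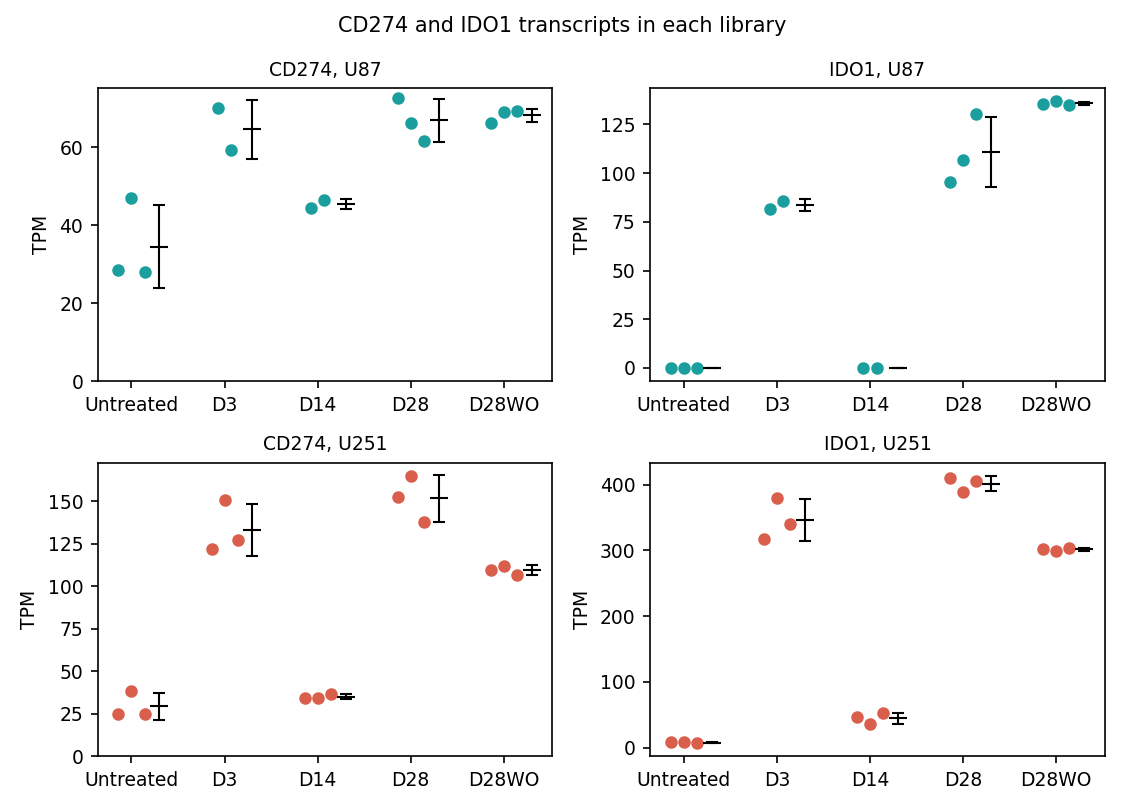
TPM of CD274 and IDO1 (y axis) in each library of U87 and U251 by time point (x axis), with dots for libraries and the mean ± SD of each group in black to their right. In U251 the D14 libraries lie between 36.0 and 52.6 TPM for IDO1, below those of D3, D28 and D28WO.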

Together, these results demonstrate that both cell lines activate robust interferon, antigen presentation, and immunoproteasome programs, but with distinct temporal organization. U87 cells exhibit a non-linear temporal response with delayed chemokine dominance, whereas U251 cells maintain a sustained interferon/IRDS state characterized by strong feedback regulation and late chemokine amplification. In both models, signaling programs are not fully restored after washout, indicating an incompletely reversible IFNγ-conditioned state. 

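D28WO was compared with D28 directly, 3 libraries against 3. What this says about washout depends on the D28WO name, whose exchange with D14 was not excluded. In U87 the median difference was 0.22 for core signaling, 0.020 for antigen presentation, 0.058 for the immunoproteasome and 0.31 for chemokines (log2; camera, adjusted p = 0.118, 0.814, 0.505 and 0.0721), and that of antigen presentation was negative with median-ratio size factors (-0.0095) and without D28WO replicate 1 (-0.012). With fry the core and chemokine differences passed the threshold, the latter also without D28 replicate 3 (0.47). The chemokine difference moved most with a filter at a mean of 1 TPM, to 0.76. Genes higher at D28WO than at D28 numbered 5 of 6, 8 of 15, 4 of 5 and 4 of 5 in these lists. In U251 the median differences were 0.097, -0.016, 0.18 and -2.81 (camera, adjusted p = 0.196, 0.269, 0.0227 and 4.3e-07). Quantile normalization turned the core value to -0.0055 and median-ratio size factors the antigen presentation value to 0.023. The antigen presentation value was positive without D28 replicate 1 (0.011) and without D28WO replicate 1 (0.0041), and the immunoproteasome call was lost without D28 replicate 1 (0.15). All 5 chemokines of U251 were lower at D28WO than at D28. From programs that did not return to the untreated state after washout in both models, the paper concludes that IFN-γ leaves a conditioned state that is not fully reversible.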

Gene-level differential expression statistics are provided in Supplementary Tables S3 and S4.

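Genes are named by a fixed rule, the 3 largest rises and the 3 largest falls among genes past the threshold whose treated libraries all lay beyond all Untreated libraries. In U87 at D28 (n = 3), the largest rises after IDO1 were in ENSG00000289582 and LGALS17A, which were listed at 0 in Untreated and reached 80.5 ± 23.5 and 60.5 ± 6.59 TPM (SD). Falls at D28 included LMO2 from 35.9 ± 4.63 to 4.66 ± 1.62 TPM and COL13A1 from 124 ± 7.33 to 19.2 ± 4.85 TPM, with log2 fold changes of -2.74 and -2.66 (limma with Benjamini-Hochberg adjustment, adjusted p = 2.4e-06 and 1.1e-06). At D28WO, KLHDC7B from 0.754 ± 0.294 to 121 ± 10.5 TPM was among the rises, and RGS4 from 73.0 ± 3.70 to 4.93 ± 3.49 TPM and CORO1A from 33.5 ± 7.10 to 3.64 ± 2.86 TPM among the falls, with log2 fold changes of 6.13, -3.81 and -3.07 (limma with Benjamini-Hochberg adjustment, adjusted p = 7.0e-09, 2.6e-05 and 1.0e-04). In U251 at D28, CXCL10, LGALS17A and CXCL11 rose most, with log2 fold changes of 8.75, 8.31 and 8.27 (limma with Benjamini-Hochberg adjustment, adjusted p = 4.1e-13, 2.7e-12 and 2.2e-12), which depend on the pseudocount because Untreated levels were under 1 TPM. Falls at D28 in U251 included KRT13 from 48.1 ± 4.00 to 0.0443 ± 0.0768 TPM and SERPINA3 from 126 ± 4.64 to 4.27 ± 1.13 TPM, with log2 fold changes of -5.55 and -4.61 (limma with Benjamini-Hochberg adjustment, adjusted p = 1.0e-08 and 7.0e-11). LGALS17A (chromosome 19, 39679372 to 39686373) is annotated as a long noncoding RNA. The sheets of Tables S3 and S4 were held only in part, with 1999, 1998, 1690 and 0 of the genes of the U87 sheets for D3, D14, D28 and D28WO, where a full sheet lists 21648 (21647 for D14), and 1999 at D3, D14 and D28 and 227 at D28WO of the 22037 genes of a U251 sheet. No overlap with those tables was computed for that reason.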

### 3.4. IFN-γ Expands Highly Coactivated Single-Cell States and Reshapes the Wiring of Signaling Networks

Phosphoprotein levels were quantified across thousands of individual cells per condition, and pairwise correlations between signaling markers were calculated to capture coordinated signaling behaviors within heterogeneous cell populations. After two weeks of IFN-γ exposure (day 14), both the magnitude of individual signaling markers and their coordinated behavior within single cells were altered. In both U87 and U251 cells, the Day 14 chord maps appeared denser and more interconnected than at baseline, and the Day 14 versus untreated difference plots revealed more increased positive correlations than losses (Figure 5A,B). In these chord maps, connections represent statistically significant positive or negative correlations between phosphoproteins across single cells and do not imply direct molecular interactions or causal signaling relationships. The STAT3–NF-κB relationship differed across conditions: it was present at baseline in both cell lines and became most pronounced in U251 cells at Day 14. The broader phosphoprotein pattern differed by model. U87 showed a general tightening of the network, with many correlations becoming stronger, whereas U251 displayed more selective strengthening, with a smaller set of connections, including STAT3–NF-κB, becoming more prominent.

Consistent with ensemble-averaged phosphoprotein measurements obtained by automated capillary immunoblotting (WES), single-cell analysis revealed coordinated shifts in phosphorylation patterns and correlation structure rather than mutually cancelling subpopulations, indicating that dominant signaling programs are shared across substantial fractions of cells.

The composition of single cells producing phosphorylated proteins also shifted. After IFN-γ exposure, more cells produced several phosphoproteins simultaneously, and this multiplex-positive fraction increased in both lines, most notably in U87 at Day 14 (Figure 5C). The functional heterogeneity index (FHI) increased from the untreated state to Day 14 in each model (Figure 5D), consistent with the time-dependent separation of transcriptomic profiles. 

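The spread of U87 replicates was measured as the mean Euclidean distance between the libraries of a group on log2(TPM + 1) over the genes tested. It was 96.2 ± 2.82 (SD over 3 pairs) in Untreated, 101.9 ± 3.70 at D28 and 92.4 ± 0.784 at D28WO, and 99.1 and 97.3 for the only pair of libraries at D3 and at D14. Relative to Untreated, these are 1.06 at D28, 0.961 at D28WO, 1.03 at D3 and 1.01 at D14. On the 500 most variable genes the ratio at D14 was 1.10, and with a pseudocount of 0.1 the ratio at D28 was 1.00. These distances run over all genes tested and not over the components of a PCA. On the second component of a PCA, U87 libraries ran from 22.8 to 32.6 in Untreated, -44.2 to -21.7 at D28 and 20.8 to 39.4 at D28WO. These ranges were wider at D28 and D28WO than in Untreated, in the direction of the paper's statement on late time points, and in each group replicate 3 lay apart. The only 2 libraries lay at -11.4 and -21.7 at D3 and at -13.7 and -18.6 at D14. On the first component the ranges of Untreated, D28 and D28WO were similar, at -71.1 to -59.8, 4.92 to 16.2 and 57.9 to 68.9. There the D3 libraries, at 8.62 and 24.7, lay farther apart than those of any other group, against the paper's tight early time points. The D14 libraries lay at -33.4 and -30.9. No test was made, since distances that share a library are not independent. The spread describes replicate libraries and holds no measurement of single cells.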

While early time points clustered tightly, replicates from prolonged IFN-γ exposure (Day 28 and Day 28 washout) displayed greater dispersion, indicating increased transcriptional heterogeneity within the U87 population (Figure S1D). In contrast, U251 replicates clustered together at all time points (Figure S2D). 

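In U251 the mean distance between replicates was 94.5 ± 3.97 (SD over 3 pairs) in Untreated, 103 ± 6.38 at D3, 95.02 ± 2.92 at D14, 92.5 ± 2.32 at D28 and 94.6 ± 1.22 at D28WO, over the genes tested. Relative to Untreated, these are 1.09, 1.01, 0.979 and 1.00. With a pseudocount of 0.1 the ratio at D28 was 0.910. The distances of the 2 lines cover different genes in tables normalized separately, so they were not set against each other in a test.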

In U251 cells, the FHI increase was driven primarily by the cell proliferation module, whereas U87 cells exhibited a broader increase that included a substantial cytokine release component.

### 3.5. Cytokine Secretion Shifts with IFN-γ and Differs by Cell Line

To characterize the effect of IFN-γ on cytokine production, the CodePlex Human Adaptive Immune Panel was used to quantify the frequencies of cytokines secreted from U87 and U251 cells at designated time points (Figure 6). In U87 cells, IFN-γ exposure increased several inflammatory/chemotactic readouts, including TNF-α, MIP-1β (CCL4), IL-13, IL-10, and Granzyme B, whereas IL-15 tended to decrease, an overall pattern that persisted into later time points with partial relaxation after washout. In U251 cells, the trajectory was distinct: TNF-α and MCP-1 (CCL2) levels increased with treatment, whereas multiple interleukins linked to T-cell/Th2 signaling (IL-2, IL-4, IL-5, IL-10, and IL-13) generally tended to decrease; these factors spiked early (day 3) and then diminished. Notably, GM-CSF showed a late increase in U251 cells, which was prominent on day 28, with IFN-γ washout. Together, the secretome data indicates that IFN-γ pushes U87 toward a broadly pro-inflammatory, polycytokine output, whereas U251 cells exhibit a more selective program with sustained TNF-α/CCL2 upregulation and attenuation of several lymphokines. An integrated summary of transcriptional, signaling, and functional responses across both models, including temporal context, is provided in Supplementary Table S5.

### 3.6. Clinical Relevance of Interferon-Associated Adaptive Programs in Human Glioblastoma

To assess whether the interferon-associated programs identified in our experimental models are reflected in human tumors, we analyzed gene expression data from TCGA glioblastoma samples. Interferon-related genes exhibited substantial heterogeneity across tumors, with coordinated variation in core IFN-γ signaling, antigen presentation, immunoproteasome, chemokine, and negative feedback modules, indicating the presence of distinct interferon-associated transcriptional states in human GBM (Figure 7A).

We next examined the relationship between interferon signaling and tumor-intrinsic survival pathways. Across the TCGA cohort, IFN-γ pathway activity was positively associated with PI3K–AKT signaling, and this relationship was preserved across transcriptional subtypes, supporting a link between interferon-associated programs and survival signaling across diverse GBM contexts (Figure 7B). Additionally, Kaplan–Meier analysis showed a trend toward reduced overall survival in tumors with elevated PI3K–AKT pathway activity compared with AKT-low tumors, although this did not reach statistical significance (log-rank *p* = 0.093; Figure 7C). To define the immune context associated with interferon signaling, we evaluated correlations between IFN-γ activity and immune-related gene modules. Higher IFN-γ signaling was associated with increased macrophage abundance and with enrichment of T-cell exhaustion-associated signatures, consistent with an inflamed yet functionally suppressed immune microenvironment (Figure 7D,E). Together, these findings indicate that interferon-associated transcriptional programs identified in vitro are recapitulated in human glioblastoma and are linked to survival signaling and immune context.

## 4. Discussion

The limited and often transient responses of glioblastoma to immunotherapy suggest that immune effector pathways, though activated, are functionally rewired within the tumor context. This study argues that the clinical fate of IFN-γ-based or IFN-priming strategies in GBM depends less on the presence of interferon signaling per se than on how lineage state and network context channel chronic IFN-γ.

IFN-γ is a central inflammatory cue in GBM that canonically activates JAK/STAT1, antigen presentation, and interferon-stimulated genes (ISGs), supporting antitumor immunity [22,23]. Genetic loss of IFN-γ signaling in host or tumor cells accelerates tumor growth and blunts rejection [24,25], yet prolonged activation of the same pathway can induce PD-L1 and IDO1 via STAT1–IRF1, creating an inflamed-yet-suppressed milieu observed in glioma models [10,15]. Consistent with these findings, our temporal analysis indicates that chronic IFN-γ exposure does not sustain maximal pathway activation but instead follows a non-linear trajectory, in which early transcriptional induction is followed by a transient attenuation phase before stabilization of adaptive programs. Similar intermediate reprogramming states have been described under prolonged interferon exposure in cancer systems, where sustained signaling drives transcriptional remodeling and resistance-associated phenotypes [26,27]. Both U87 and U251 cells in our study initiated a canonical interferon backbone marked by STAT1 activation and upregulation of antigen-processing and immunoproteasome components, confirming preserved interferon competence. However, their downstream adaptations diverged sharply, revealing lineage-dependent models of interferon adaptation. This divergence also extended to checkpoint-associated transcriptional outputs, as chronic IFN-γ induced CD274 and IDO1 in both models but with stronger and more sustained expression in U251 cells, whereas U87 displayed a more gradual and delayed pattern. In parallel, distinct signaling adaptations emerged at the level of PI3K–AKT activity. In U87, chronic IFN-γ led to sustained AKT activation that continued after washout, suggesting engagement of PI3K–mTOR signaling to maintain metabolic resilience, consistent with oncogenic cross-talk described in GBM [28,29]. Interferon pathways have been reported to interface with PI3K/AKT signaling under prolonged cytokine tone, providing a plausible route for this adaptation [7,30].

Conversely, U251 cells exhibited durable AKT suppression with only partial recovery following cytokine washout and entered a sustained interferon-conditioned signaling and transcriptional state rather than a stable growth-suppressed state, including continued activation of IRDS-associated programs under chronic interferon exposure [31]. Consistent with this, population-level protein, transcriptomic, and secretome analyses indicate that IFN-γ washout does not uniformly restore signaling outputs to the untreated state. Instead, elements of interferon-conditioned pathway coordination persist after cytokine withdrawal, particularly in U87 cells, whereas U251 cells exhibit partial attenuation without full network reversion. Importantly, U251 cells resumed proliferation after IFN-γ washout despite incomplete restoration of pAKT and persistent suppression of pS6, indicating partial uncoupling between growth recovery and canonical PI3K–AKT–mTOR signaling outputs as assessed by these readouts. Notably, recovery of pAKT following cytokine washout occurred in the context of persistently reduced PI3K and pS6 levels, further supporting partial decoupling of canonical PI3K–AKT–mTOR signaling and suggesting the involvement of alternative regulatory inputs or incomplete restoration of mTORC1 activity. Although the PI3K–AKT–mTOR axis is often depicted as a linear cascade, phosphorylation at individual nodes can become uncoupled through feedback regulation and parallel inputs under chronic cytokine exposure.This polarity underscores that cytokine-receptor engagement of the PI3K–AKT–mTOR axis can generate opposing outputs [pro-survival or inhibitory] depending on network wiring and lineage context. The sustained expression of IRDS-associated genes in U251 echoes unphosphorylated-STAT-mediated persistence under chronic interferon tone, linking our observations to a clinically recognized, therapy-resistance signature [31]. Crosstalk between STAT and inflammatory circuits further stabilizes these states. STAT3 and NF-κB are frequently co-activated in tumors and have been reported to establish feed-forward inflammatory circuits that promote tumor progression while restraining antitumor immunity [32]. In GBM specifically, these axes have been implicated in mesenchymal/inflammatory programs and immune evasion [33,34], In this context, the coordinated phosphorylation patterns observed in our study may reflect engagement of similar signaling programs, although direct mechanistic interactions were not assessed. Consistent with this interpretation, U251 cells exhibited stronger STAT-associated inflammatory signatures and a chemokine-weighted, IRDS-like program, whereas U87 cells maintained a broader interferon-engaged yet immune-evasive equilibrium. Consistent with these signaling patterns, differences were also observed in the secretome. U87 cells displayed a broad pro-inflammatory output with TNF-α and CCL4 (MIP-1β), consistent with inflammatory signaling states that may be associated with non-clearing immune environments; CCR5-axis chemokines such as CCL4 are implicated in glioma progression and myeloid/T-cell trafficking [35]. In contrast, U251 skewed toward a CCL2-dominant profile with attenuation of multiple lymphokines (IL-2/4/5/10/13). CCL2 is a canonical recruiter of CCR2^+^ monocytes/M-MDSCs into GBM, reinforcing immunosuppressive myeloid circuits and therapy resistance [36]. The late rise in GM-CSF we observed is likewise consistent with reported roles in expansion and conditioning of suppressive myeloid populations in glioma [37].

Meanwhile, IL-10 down-modulation in U251 aligns with broader T-cell dysfunction paradigms in GBM, whereas persistent TNF-α/NF-κB signaling has been linked to stem-like programs and invasive behavior [38] The presence of IL-13 in U87 dovetails with the well-documented IL-13/IL-13Rα2 axis in GBM biology and therapeutics, underscoring lineage-specific cytokine wiring that may be actionable [39].

In this context, we emphasize that the molecular features highlighted below represent exploratory, context-dependent associations observed in vitro, rather than validated predictive or clinical biomarkers. Importantly, analysis of TCGA glioblastoma datasets supports the clinical relevance of these observations. Interferon-associated transcriptional programs were heterogeneous across tumors and were positively associated with PI3K–AKT pathway activity across molecular subtypes, consistent with the linkage between interferon signaling and survival pathways observed in vitro. In addition, elevated interferon signaling was associated with macrophage-enriched and T-cell exhaustion-associated signatures, reflecting an inflamed yet functionally suppressed immune microenvironment. Tumors with higher AKT pathway activity were also associated with reduced overall survival, suggesting a potential role of survival signaling in shaping interferon-associated tumor states. While these analyses are correlative and may be influenced by tumor purity as well as stromal or immune cell content that cannot be fully resolved in bulk transcriptomic datasets, they support the relevance of the adaptive programs identified in experimental models to human glioblastoma.

Taken together, these findings suggest that time-bounded interferon priming may capture transient antigen-presentation benefits while avoiding consolidation of PD-L1/IDO1 and IRDS programs [10,15,24,31]. The lineage-linked chemokine wiring observed here further supports biomarker-informed hypotheses for combination strategies, such as PD-1/PD-L1 or IDO1 inhibition in CCL4-dominant, checkpoint-inducible contexts, and CCR2/CCL2 axis modulation or JAK/STAT targeting in IRDS-persistent, CCL2-driven settings. In parallel, sustained PI3K–AKT engagement in the U87-like state suggests a potential vulnerability to co-targeting strategies aimed at disrupting survival-associated signaling, as PI3K/AKT co-inhibition may limit adaptive tumor persistence [40,41,42].

Our study is subject to several limitations. The in vitro, two-line model lacks myeloid and glial compartments and does not capture the full extent of patient-level heterogeneity characteristic of GBM. In addition, patient-derived glioblastoma models were not included. While analysis of TCGA datasets supports the relevance of the identified interferon-associated programs in human tumors, further validation in patient-derived and immune-competent models will be necessary to establish their generalizability and therapeutic implications. Furthermore, we did not perform targeted perturbation of key interferon-associated pathways, including STAT1/IRF1, IDO1, JAK, or AKT signaling. Nonetheless, the reproducible interferon imprinting, incomplete reversibility, and pathway bifurcations provide testable hypotheses for future co-culture and immune-competent experimental models. Because growth responses were assessed using longitudinal cell counts and doubling time calculations, additional orthogonal approaches (e.g., live-cell imaging or DNA synthesis assays) would further strengthen validation of proliferative trends. Finally, immune checkpoint gene expression and in vivo validation were not evaluated, which will be incorporated in future extensions of this work.

## 5. Conclusions

Chronic IFN-γ exposure does not impose a uniform tumoricidal program in glioblastoma but instead drives lineage-dependent adaptive states shaped by underlying signaling architecture. U87 cells acquire a persistence-prone, AKT-engaged state with delayed chemokine induction, whereas U251 cells adopt an IRDS-like, AKT-suppressed, CCL2-dominant program. These adaptive responses are only partially reversible following cytokine washout, consistent with sustained interferon imprinting. Integration with human glioblastoma datasets further supports the clinical relevance of these states, linking interferon-associated transcriptional programs to survival signaling and immune context. Together, these findings highlight how chronic immune signaling can reprogram tumor cell behavior in a context-dependent manner and underscore the importance of considering temporal and lineage-specific responses when designing interferon-based or combination therapeutic strategies in glioblastoma.

## Figures and Tables

**Figure 1:**
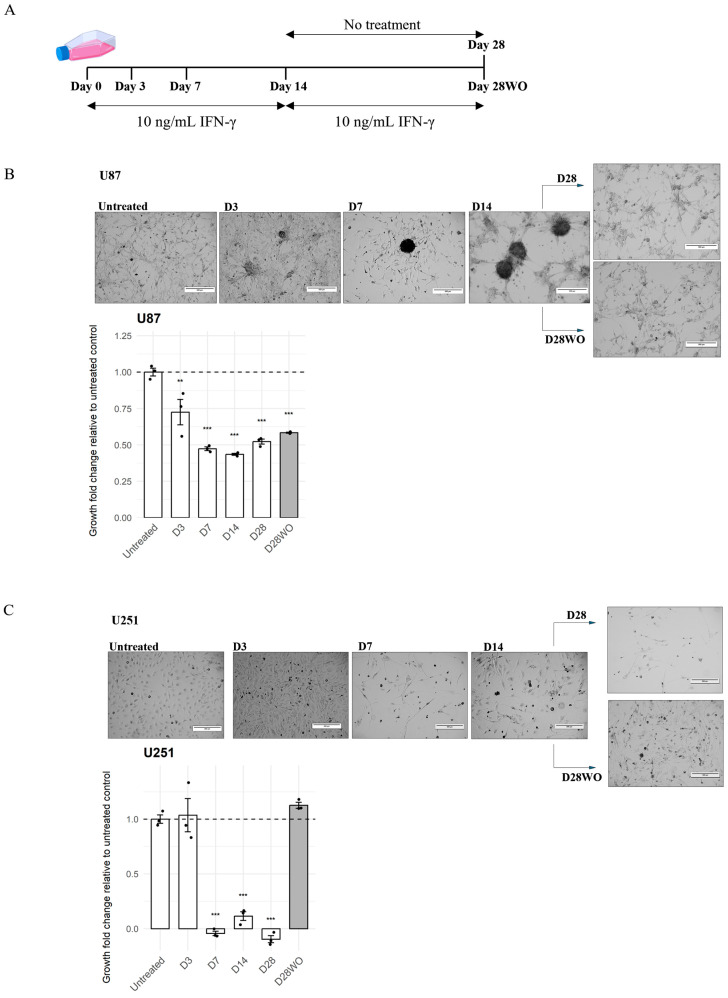
Morphological and growth responses of human glioblastoma cell lines to chronic IFN-γ exposure. (**A**) Schematic illustration of the treatment timeline. U87 and U251 cells were exposed to 10 ng/mL IFN-γ for 14 days (D0–D14), followed either by continued IFN-γ exposure until Day 28 or without treatment (D28 WO). (**B**) Representative phase-contrast images of U87 cells at the indicated time points. IFN-γ exposure led to progressive cluster formation and increased intercellular spacing, which partially reversed following cytokine withdrawal. The lower panel shows the relative growth rate normalized to untreated controls at D0 (mean ± SEM, *n* = 3 independent biological replicates). Statistical significance compared to untreated cells is indicated (** *p* < 0.01, *** *p* < 0.001). (**C**) Representative phase-contrast images of U251 cells at the same time points. IFN-γ treatment caused a marked decrease in cell density and elongation of cellular processes, followed by partial recovery after washout. The lower panel shows relative growth rate normalized to untreated controls (mean ± SEM, *n* = 3 independent biological replicates). Statistical significance compared to untreated cells is indicated (** *p* < 0.01, *** *p* < 0.001). Images are shown to illustrate morphology and relative confluence; quantitative comparisons of proliferation are based on cell counts. Scale bars, 300 µm.

**Figure 2:**
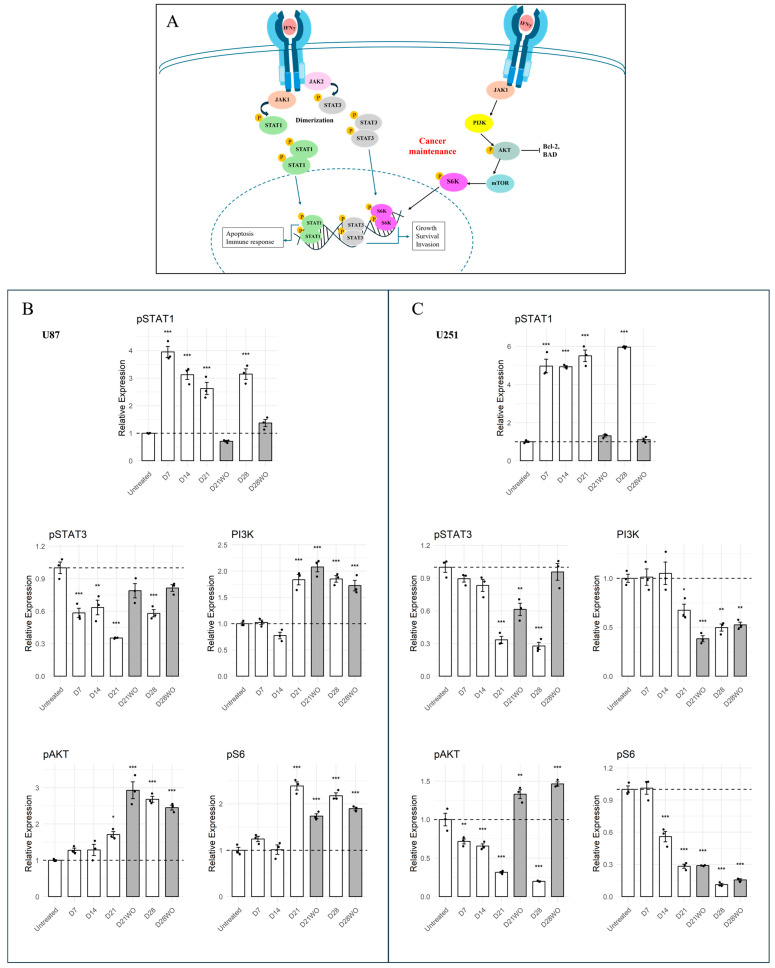
IFN-γ signaling differentially modulates JAK–STAT and AKT–mTOR pathways in U87 and U251 glioblastoma cells. (**A**) Schematic representation of IFN-γ receptor-mediated signaling illustrating JAK1/2 activation, STAT1/3 phosphorylation, and downstream interaction with the PI3K–AKT–mTOR–S6 axis regulating cellular growth and survival. (**B**) Quantification of phosphorylated STAT1, STAT3, AKT, and S6 in U87 cells at the indicated time points. Protein levels were by automated capillary Western blotting (WES) using equal protein input and expressed relative to untreated controls at D0 (mean ± SEM, *n* = 3 independent biological replicates). IFN-γ exposure led to robust induction of pSTAT1, whereas pAKT and pS6 showed an initial reduction during early exposure followed by increased signal at later time points, indicating dynamic regulation of growth-associated signaling under prolonged cytokine stimulation. (**C**) Corresponding analysis in U251 cells under the same treatment paradigm (D3–D28 ± washout). Chronic IFN-γ exposure resulted in sustained elevation of pSTAT1, while pAKT, pS6, and STAT3-associated readouts were reduced during prolonged exposure, with partial recovery of AKT- and STAT3-associated signaling following cytokine withdrawal. Data are shown as the mean ± SEM; *n* = 3 independent biological replicates. Statistical significance versus untreated controls is indicated. Phosphorylated STAT1, STAT3, and AKT signals were normalized to their corresponding total protein levels. For S6, only the phosphorylated form was measured; thus, changes reflect phosphorylation dynamics rather than total protein abundance. PI3K is presented as total protein levels. Statistical significance compared to untreated controls is indicated as follows: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Representative pseudoblot images generated from automated capillary-based Western blot analysis are provided in Supplementary Materials.

**Figure 3:**
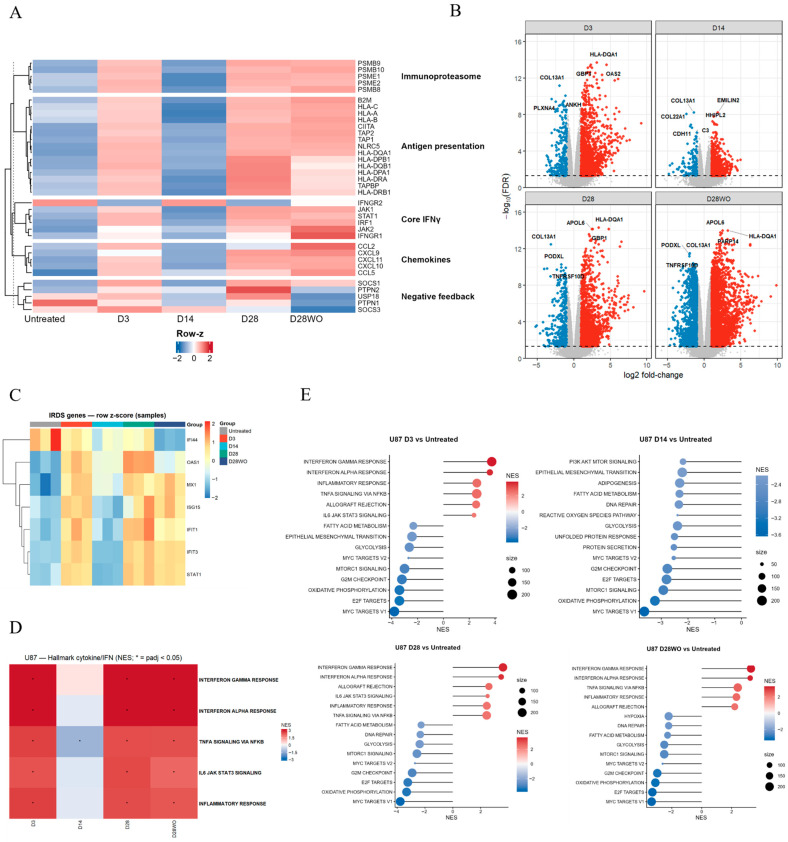
Transcriptomic responses of U87 glioblastoma cells to chronic IFN-γ exposure. (**A**) Heatmap of representative IFN-γ-responsive genes categorized into functional groups including immunoproteasome, antigen presentation, core IFN-γ signaling, chemokines, and negative feedback regulators across time points (Untreated, D3, D14, D28, D28WO, n = 3 independent biological replicates for each). Gene expression values are shown as row Z scores of normalized counts. (**B**) Volcano plots showing differential gene expression at each indicated time point relative to Untreated cells. Selected significantly upregulated and downregulated genes are labeled. (**C**) Heatmap of interferon-related DNA damage resistance signature (IRDS) genes in U87 cells across time points, shown as row Z scores of expression values. (**D**) Heatmap summarizing the Hallmark cytokine/IFN-related pathways (GSEA; normalized enrichment score, NES) significantly enriched (*p*adj < 0.05) during the course of IFN-γ treatment and withdrawal. (**E**) Gene set enrichment analysis (GSEA) of top Hallmark pathways comparing each indicated time point (D3, D14, D28, D28WO) versus Untreated. Plots display normalized enrichment scores (NES) and gene set sizes, highlighting dynamic activation of IFN-γ, TNF-α, and JAK–STAT-related signatures over time. For heatmaps and enrichment analyses, red indicates relatively high expression or enrichment, whereas blue indicates relatively low expression or enrichment. In volcano plots, red and blue points represent significantly upregulated and downregulated genes, respectively, while gray points indicate non-significant genes.

**Figure 4:**
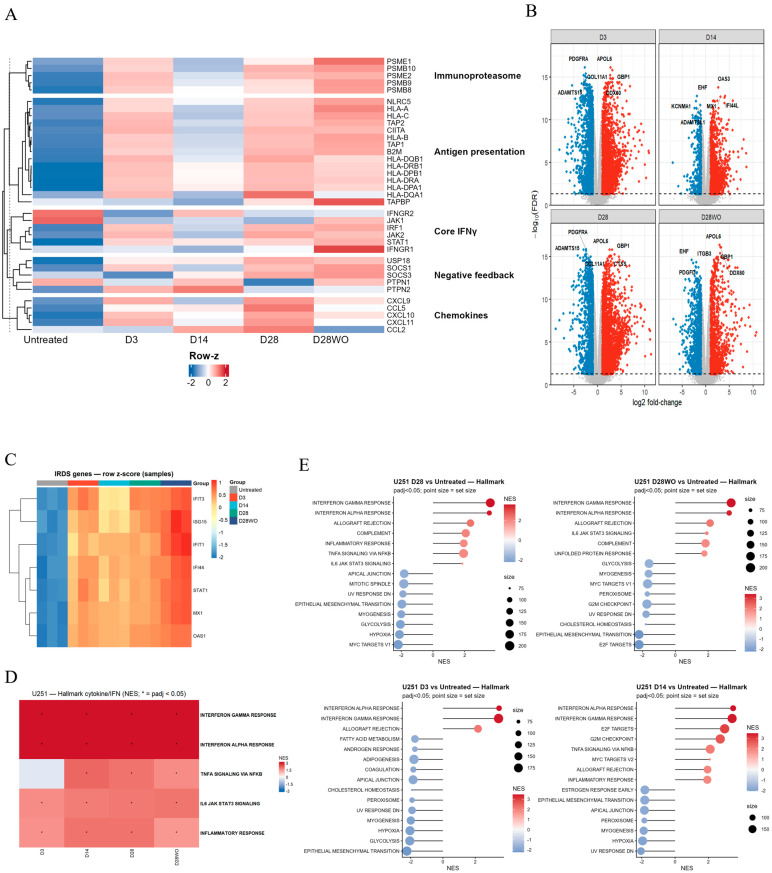
Transcriptomic responses of U251 glioblastoma cells to chronic IFN-γ exposure. (**A**) Heatmap of representative IFN-γ-responsive genes grouped into immunoproteasome, antigen presentation, core IFN-γ signaling, negative feedback regulators, and chemokines across time points (Untreated, D3, D14, D28, D28WO, *n* = 3 independent biological replicates for each). Values are row Z scores of normalized expressions. (**B**) Volcano plots of differential gene expression at each indicated time point versus Untreated. X-axis: log2-fold change; Y-axis: –log10(FDR). Selected significantly up- and downregulated genes are labeled. (**C**) Heatmap of IRDS (interferon-related DNA damage resistance signature) genes across time points, shown as row Z scores. (**D**) Heatmap summarizing Hallmark cytokine/IFN-related pathways that are significantly enriched (NES, *p*adj < 0.05) over the course of treatment and withdrawal. (**E**) GSEA/Hallmark results for D3, D14, D28, and D28WO versus Untreated. Bubble plots display normalized enrichment scores (NESs) and gene set sizes for the top enriched pathways at each comparison. For heatmaps and enrichment analyses, red indicates relatively high expression or enrichment, whereas blue indicates relatively low expression or enrichment. In volcano plots, red and blue points represent significantly upregulated and downregulated genes, respectively, while gray points indicate non-significant genes.

**Figure 5:**
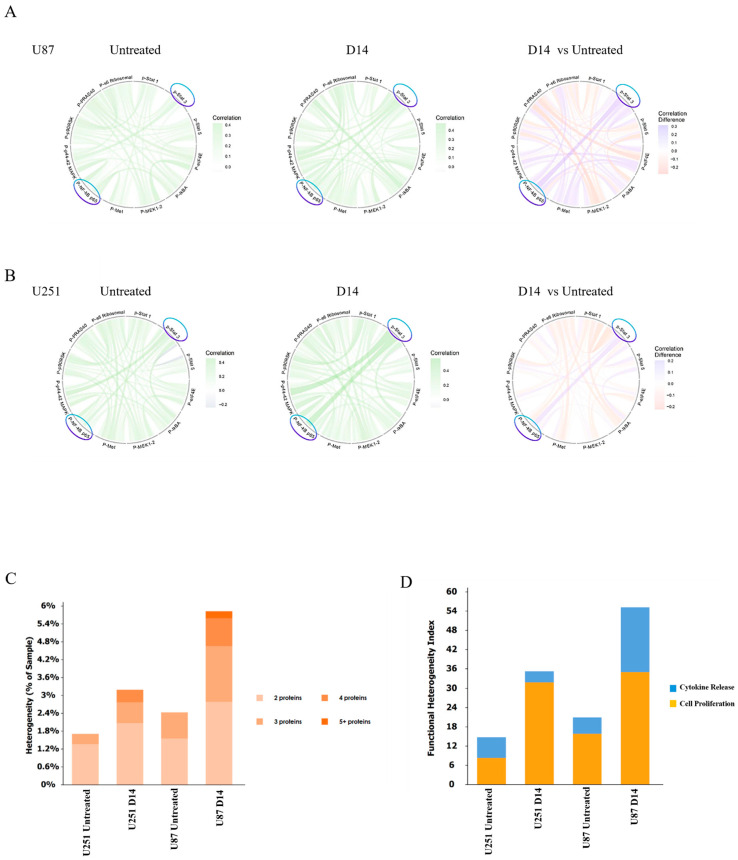
Protein network correlation and functional heterogeneity under chronic IFN-γ exposure. (**A**) Circos correlation maps showing statistically significant pairwise correlations among phosphorylated proteins involved in IFN-γ-related signaling (p-STAT1, p-STAT3, p-Akt, p-mTOR, p-S6, and p-Erk1/2) measured at the single-cell level in Untreated and Day 14 (D14) U87 cells. Pairwise correlations were computed across individual cells using the IsoSpeak analysis pipeline, and only statistically significant correlations were visualized. Connections represent coordinated phosphorylation behaviors across individual cells rather than direct molecular interactions or causal signaling relationships. Green ribbons indicate positive correlations, while purple ribbons mark negative correlations. The D14 vs Untreated panel displays correlation differences, with pink tones indicating stronger and blue tones weaker correlations after IFN-γ exposure. Analysis was performed on quality-filtered single cells (n = 597 for untreated and n = 432 for D14). (**B**) U251 glioblastoma cells. Equivalent Circos correlation plots showing single-cell phosphoprotein covariation patterns in Untreated and D14 samples and the corresponding D14 vs Untreated differential map. Both cell lines show remodeling of signaling-protein relationships after IFN-γ treatment, reflecting altered pathway coordination. Analysis was performed on quality-filtered single cells (*n* = 589 for untreated and *n* = 744 for D14). (**C**) Stacked bar plots summarizing the distribution of protein coregulation heterogeneity, expressed as the percentage of samples exhibiting coordinated variation among 2, 3, 4, or ≥5 proteins. Chronic IFN-γ exposure increases multiprotein coregulation, most notably in U87 cells. (**D**) Bar plots showing the functional heterogeneity index (FHI), a composite metric generated by the IsoSpeak software, partitioned by cytokine-release (blue) and cell-proliferation (orange) categories. Both cell lines demonstrate higher functional heterogeneity following IFN-γ exposure, with a stronger contribution from proliferation-associated proteins in U87 cells. FHI values were derived from single-cell measurements across the analyzed cell populations.

**Figure 6:**
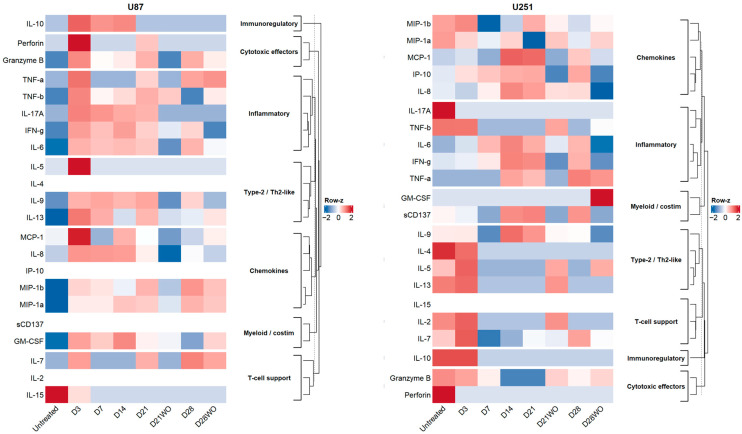
Cytokine secretion dynamics of U87 and U251 glioblastoma cells during chronic IFN-γ exposure and withdrawal. Heatmap showing cytokine concentrations measured in the culture supernatants of U87 and U251 cells across the experimental time points, following 10 ng/mL IFN-γ treatment. Both cell lines display mosaic, time-dependent secretion patterns rather than uniform increases or decreases. In U87 cells, transient elevations in several cytokines (e.g., IL-17A, IL9, IL-10) appear during mid-treatment, followed by partial normalization after washout. U251 cells show distinct modulation of TNF-family cytokines, chemokines (e.g., MCP-1/CCL2), and interleukins, with alternating activation and suppression phases. Overall, the heatmap highlights dynamic and heterogeneous cytokine responses to prolonged IFN-γ stimulation, reflecting differential adaptive behavior between the two glioblastoma lines.

**Figure 7:**
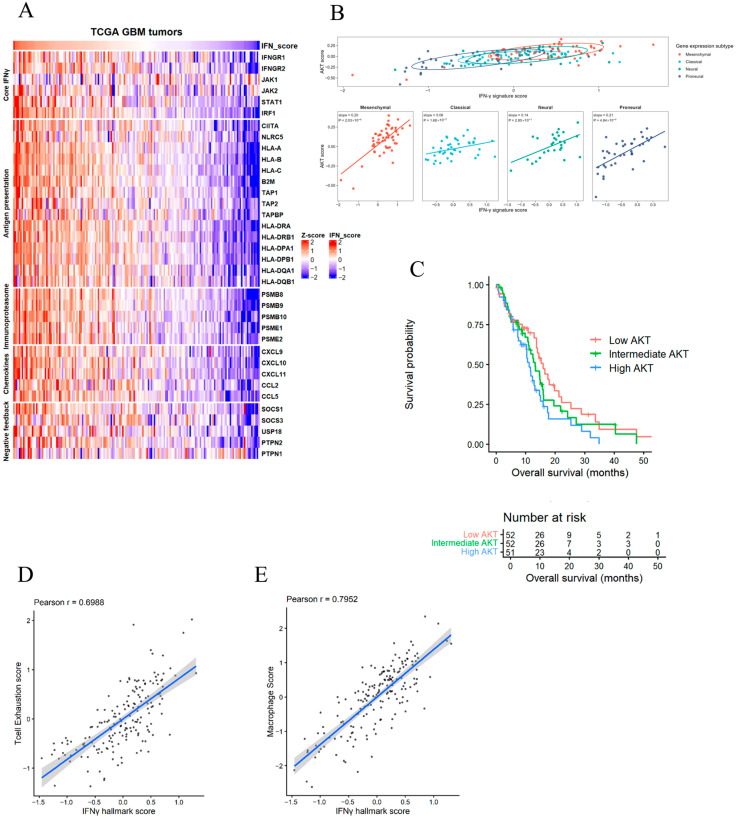
Interferon-associated transcriptional programs in human glioblastoma are linked to survival signaling, immune context, and clinical outcome. (**A**) Heatmap of interferon-associated gene expression across TCGA glioblastoma tumors. A curated IFN-γ response panel comprising core signaling (IFNGR1/2, JAK1/2, STAT1, IRF1), antigen presentation, immunoproteasome, chemokine, and negative feedback genes is shown. Gene expression values were standardized across tumors (row Z-score), revealing coordinated variation and substantial heterogeneity in interferon-associated transcriptional programs. (**B**) Association between interferon signaling and PI3K–AKT pathway activity. Top: global relationship between IFN-γ signature score (derived from the curated gene panel) and AKT pathway score across all tumors. Bottom: subtype-stratified analyses demonstrate consistent positive associations across mesenchymal, classical, neural, and proneural glioblastoma subtypes. (**C**) Kaplan–Meier analysis of overall survival stratified by AKT pathway activity. Tumors were grouped into tertiles based on AKT score (low, intermediate, high; *n* = 52, 52, 51, respectively). Higher AKT pathway activity was associated with reduced overall survival, although this did not reach statistical significance (log-rank *p* = 0.093). (**D**) Correlation between IFN-γ signaling and T-cell exhaustion-associated gene expression. Increased IFN-γ activity is associated with enrichment of T-cell exhaustion signatures (Pearson r = 0.70). (**E**) Correlation between IFN-γ signaling and macrophage-associated gene expression. Elevated IFN-γ signaling is associated with increased macrophage-related signatures (Pearson r = 0.80).

## Data Availability

The datasets supporting the conclusions of this article are available in the Gene Expression Omnibus (GEO) repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE304761, accessed on 12 August 2025. The code used for data analysis and figure generation is available upon request from the corresponding authors.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers18101552/s1, Figure S1: Quality control and overview of RNA-seq analysis in U87 glioblastoma cells following IFN-γ treatment; Figure S2. Quality control and overview of RNA-seq analysis in U251 glioblastoma cells following IFN-γ treatment; Figure S3: Checkpoint-associated transcriptional responses to chronic IFN-γ exposure in glioblastoma cell lines. Table S1. Cell Growth and Proliferation Statistics for U87 and U251 Cells under IFN-γ Treatment. Table S2. Automated Western Pseudo Blots Quantification and Phosphoprotein Signaling Analysis across IFN-γ Treatment Time Course; Table S3. RNA-Seq Analysis Summary for U87 Cells under IFN-γ Treatment; Table S4. RNA-Seq Analysis Summary for U251 Cells under IFN-γ Treatment; Table S5. Integrated Summary of Functional, Transcriptomic, and Signaling Responses to Chronic IFN-γ Exposure in U87 and U251 Cells.

## Abbreviations

The following abbreviations are used in this manuscript:

AKT	Protein kinase B
ANOVA	Analysis of variance
B2M	Beta-2-microglobulin
BCA	Bicinchoninic acid
BSA	Bovine serum albumin
CCL	C-C motif chemokine ligand
CCR2	C-C chemokine receptor type 2
CIITA	Class II transactivator
CNS	Central nervous system
CXCL	C-X-C motif chemokine ligand
DEG	Differentially expressed gene
DMEM	Dulbecco’s Modified Eagle Medium
DMSO	Dimethyl sulfoxide
DTT	Dithiothreitol
ELISA	Enzyme-linked immunosorbent assay
ERK	Extracellular signal-regulated kinase
FBS	Fetal bovine serum
FDR	False discovery rate
FGF	Fibroblast growth factor
GBM	Glioblastoma multiforme
GEO	Gene Expression Omnibus
GO	Gene Ontology
GRCh38	Genome Reference Consortium Human Build 38
IFN-γ	Interferon gamma
IFNGR	Interferon gamma receptor
IL	Interleukin
IRDS	Interferon-related DNA-damage resistance signature
IRF	Interferon regulatory factor
ISG	Interferon-stimulated gene
JAK	Janus kinase
MAPK	Mitogen-activated protein kinase
MHC	Major histocompatibility complex
mTOR	Mechanistic target of rapamycin
NF-κB	Nuclear factor kappa-light-chain-enhancer of activated B cells
NK	Natural killer (cell)
PANTHER	Protein Analysis Through Evolutionary Relationships
PBS	Phosphate-buffered saline
PD-1	Programmed cell death protein 1
PD-L1	Programmed death ligand 1
PI3K	Phosphoinositide 3-kinase
PSMB	Proteasome subunit beta
PSME	Proteasome activator subunit
qPCR	Quantitative polymerase chain reaction
RIN	RNA integrity number
RRID	Research Resource Identifier
RNA-seq	RNA sequencing
RIPA	Radioimmunoprecipitation assay buffer
SD	Standard deviation
S6	Ribosomal protein S6
SOCS	Suppressor of cytokine signaling
STAT	Signal transducer and activator of transcription
TCGA	The Cancer Genome Atlas
TNF-α	Tumor necrosis factor alpha
WES	Wes automated capillary Western system (ProteinSimple)
WO	Washout

# Supplementary material for: Chronic IFN-γ Exposure Induces Divergent Adaptive Programs in Glioblastoma Subtypes
**Source:** Cancers (Basel). 2026 May 11;18(10):1552. doi: 10.3390/cancers18101552
**Supplement:** Supplementary file 1

| Functional category            | Readout type           | Marker / pathway                   | Time context            | U87 response                                  | U251 response                                 |
|--------------------------------|------------------------|------------------------------------|-------------------------|-----------------------------------------------|-----------------------------------------------|
| IFN signaling                  | Protein                | pSTAT1                             | Early → chronic         | Activated                                     | Activated                                     |
| IFN transcriptional program    | RNA-seq                | Interferon response genes          | Across time course      | Biphasic (on–off–on)                          | Sustained (IRDS-like)                         |
| PI3K–AKT signaling             | Protein                | pAKT                               | Chronic / post-washout  | Sustained activation (persists after washout) | Suppressed                                    |
| mTOR signaling                 | Protein                | pS6                                | Chronic                 | Sustained activation                          | Suppressed                                    |
| Immune checkpoints             | RNA-seq                | CD274 (PD-L1)                      | Chronic                 | Progressive induction                         | Strong, sustained induction                   |
| Immune checkpoints             | RNA-seq                | IDO1                               | Chronic (delayed onset) | Delayed induction                             | Strong, sustained induction                   |
| Secretome profile              | Cytokine panel         | Global secretion pattern           | Chronic                 | Broad poly-cytokine profile                   | Selective TNF $\alpha$ /CCL2-dominant profile |
| Signaling network organization | Single-Cell Proteomics | Pathway coordination               | Chronic                 | Diffuse network-wide amplification            | Focused signaling axis (STAT3–NF- $\kappa$ B) |
| Growth phenotype               | Functional             | Proliferation during IFN- $\gamma$ | Chronic                 | Reduced                                       | Reduced                                       |
| Post-treatment recovery        | Functional             | Proliferation after washout        | Washout                 | Partial recovery                              | Full recovery                                 |
| IFN memory state               | Transcriptomic         | Post-washout persistence           | Washout                 | Partial reversal                              | Persistent/intermediate retention             |

# Supplementary material for: Chronic IFN-γ Exposure Induces Divergent Adaptive Programs in Glioblastoma Subtypes
**Source:** Cancers (Basel). 2026 May 11;18(10):1552. doi: 10.3390/cancers18101552
**Supplement:** Supplementary file 1

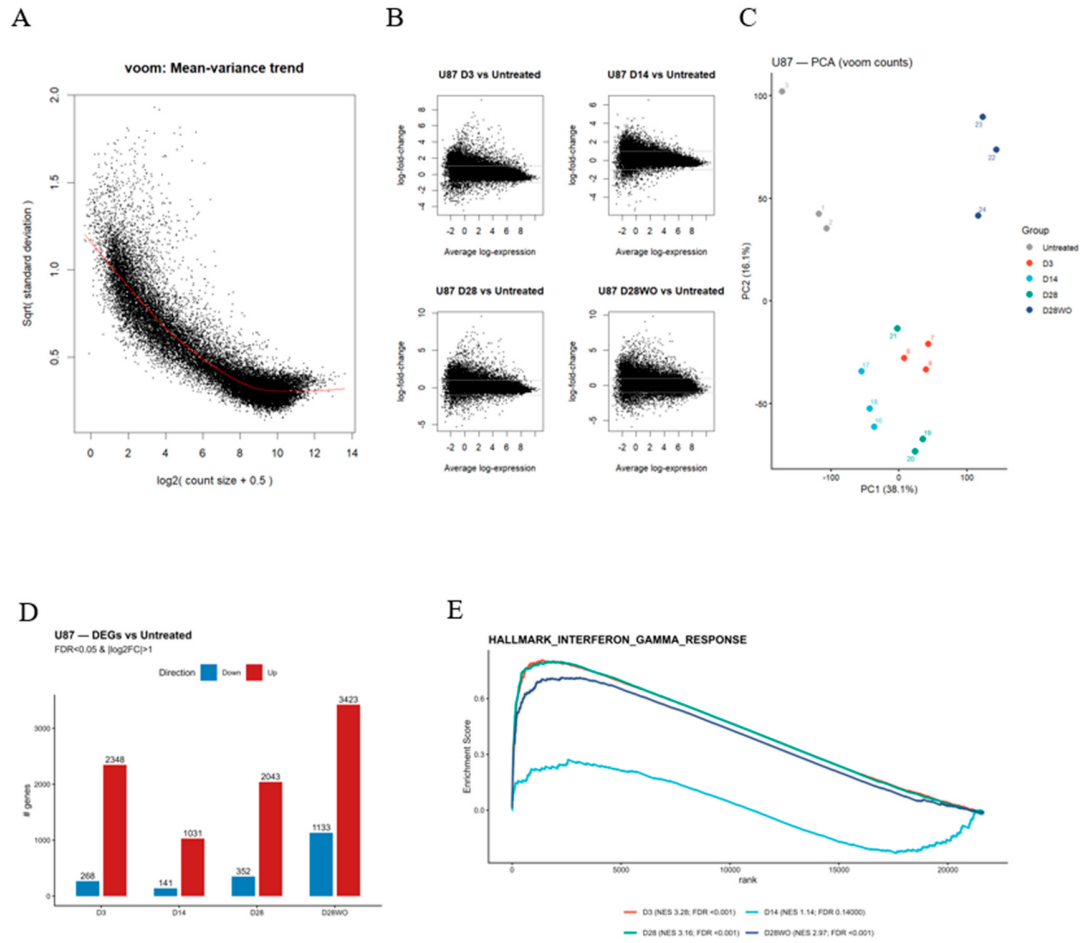

**Figure S1.** Quality control and overview of RNA-seq analysis in U87 glioblastoma cells following IFN- $\gamma$  treatment. **(A)** Mean-variance trend (voom): The fitted mean-variance relationship from limma-voom demonstrates appropriate modeling of heteroscedasticity across the dynamic range of  $\log_2$ -transformed counts. **(B)** MA plots:  $\log_2$  fold change versus average log-expression for each comparison (D3, D14, D28, D28WO vs Untreated) illustrating genome-wide distribution of differentially expressed genes (DEGs) at each time point. **(C)** Principal component analysis (PCA): Separation of transcriptomes by treatment duration, showing distinct clustering of early versus late time points. Replicates at D28 and D28WO exhibit broader dispersion, indicating increased transcriptional heterogeneity after prolonged IFN- $\gamma$  exposure. **(D)** Number of DEGs: Bar plot showing up- and down-regulated genes ( $\text{FDR} < 0.05$ ,  $|\log_2\text{FC}| > 1$ ) at each time point compared to Untreated. The number of DEGs increases progressively with treatment duration and partially reverses after IFN- $\gamma$  withdrawal. **(E)** GSEA enrichment plots: Enrichment of the Hallmark Interferon Gamma Response gene set confirming persistent activation of IFN- $\gamma$

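With an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment) and an absolute log2 fold change over 1, U87 had 1340 higher and 88 lower genes at D3, 433 higher and 48 lower at D14, 1552 higher and 140 lower at D28 and 2933 higher and 485 lower at D28WO against Untreated. The counts at D3 and D14 rest on 2 libraries each. The share of higher genes was 93.8%, 90.0%, 91.7% and 85.8%. Without the fold change criterion the totals were 3823, 1182, 5445 and 9626, and with only the 2 compared groups in the fit 626, 51, 1113 and 3270. With quantile normalization, which sets every library to the same distribution, higher and lower genes numbered 543 and 279 at D3, 118 and 95 at D14, 663 and 389 at D28 and 1332 and 1226 at D28WO. The total of 481 at D14 fell to 207 without Untreated replicate 3. In simulated data with 2 libraries against 3, the test recovered 83.5% of 200 genes changed by 1.5 on the log2 scale, with 5 false calls. Low genes were not among the changed ones.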

signaling across all time points, with the strongest enrichment observed at D3 and D28.

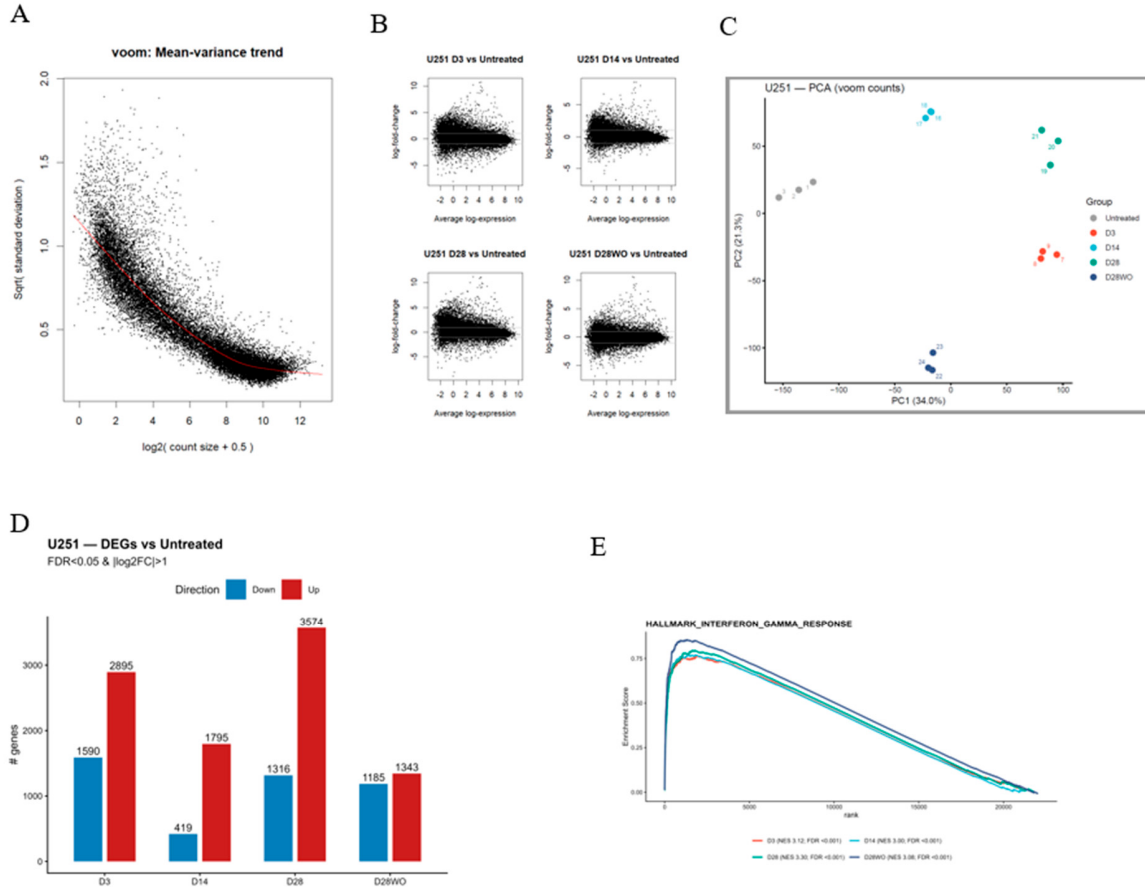

**Figure S2.** Quality control and overview of RNA-seq analysis in U251 glioblastoma cells following IFN- $\gamma$  treatment. **(A)** Mean-variance trend (voom): Fitted mean-variance relationship showing proper modeling of heteroscedasticity across log<sub>2</sub>-transformed counts before differential analysis using limma-voom. **(B)** MA plots: Log<sub>2</sub> fold-change versus average log-expression for each comparison (D3, D14, D28, D28WO vs Untreated), displaying genome-wide gene expression changes at each time point. **(C)** Principal component analysis (PCA): Clustering of samples by treatment group, demonstrating distinct transcriptomic separation following IFN- $\gamma$  exposure. U251 replicates show tighter clustering compared to U87, indicating a more uniform response across time points. **(D)** Number of DEGs: Bar plot summarizing up- and down-regulated genes (FDR < 0.05, |log<sub>2</sub>FC| > 1) relative to Untreated controls. The total number of regulated genes increases over time and remains elevated after washout, reflecting the persistence of IFN- $\gamma$ -driven transcriptional changes. **(E)** GSEA enrichment plots: Enrichment of the Hallmark Interferon Gamma Response gene set across all time points, confirming sustained activation of IFN- $\gamma$ -responsive programs throughout treatment and partial maintenance after withdrawal.

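U251 had 2301 higher and 1077 lower genes past the threshold at D3, 1118 higher and 245 lower at D14, 2808 higher and 792 lower at D28 and 963 higher and 800 lower at D28WO, by limma with Benjamini-Hochberg adjustment with 3 libraries in each group. The totals were 3378, 1363, 3600 and 1763, with shares of higher genes of 68.1%, 82.0%, 78.0% and 54.6%. By adjusted p alone the totals were 9677, 5008, 9617 and 6555. Quantile normalization gave 1474 and 1513 higher and lower genes at D3, 668 and 407 at D14, 1570 and 1433 at D28 and 890 and 856 at D28WO. The simulated test with 3 libraries against 3 recovered 91.0% of the changed genes, with 7 false calls. Low genes were not among the changed ones.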

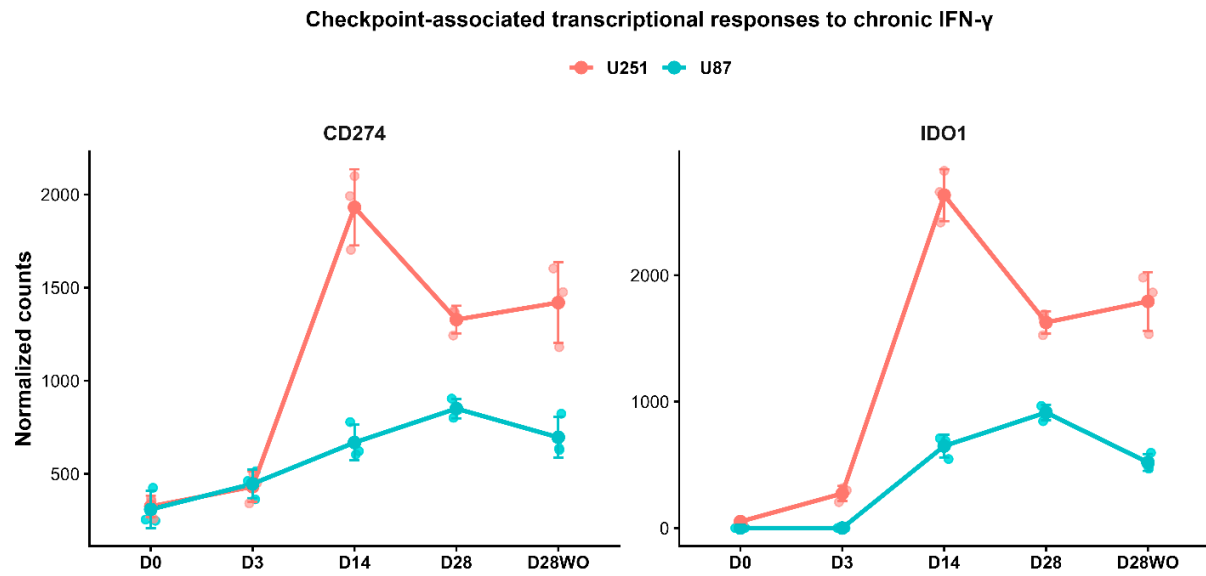

**Figure S3.** Checkpoint-associated transcriptional responses to chronic IFN- $\gamma$  exposure in glioblastoma cell lines. Normalized RNA-seq counts for CD274 (PD-L1) (left) and IDO1 (right) in U87 and U251 cells across the treatment time course (D0, D3, D14, D28, and D28WO). Cells were exposed to IFN- $\gamma$  (10 ng/mL) for up to 28 days, followed by cytokine washout (WO) where indicated. Data are shown as mean  $\pm$  SEM from  $n = 3$  independent biological replicates, with individual replicates overlaid. Both genes are induced in response to IFN- $\gamma$  in both models, with distinct temporal dynamics. U251 cells exhibit higher baseline expression and stronger, sustained induction, whereas U87 cells display more gradual and moderate increases. These findings are consistent with lineage-dependent differences in interferon-driven immune checkpoint regulation.

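The values printed for these genes here are TPM, which scale each library to the same total and each gene by its length, whereas the legend names normalized counts. Per library, CD274 of U87 ranged from 28.1 to 46.9 TPM in Untreated, 59.3 to 70.0 at D3, 44.5 to 46.4 at D14, 61.7 to 72.8 at D28 and 66.2 to 69.4 at D28WO. In U251 it ranged from 24.8 to 38.5, 122 to 150.3, 34.1 to 36.6, 137 to 165 and 106 to 112 TPM at these time points. An SD describes the spread of the libraries, and an SEM, which the legend gives, divides it by the square root of their number.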

How the deposited data were processed for this re-analysis (not part of the article)

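RNA of the human glioblastoma cell lines U87 and U251 was sequenced in 30 libraries, 3 for each line in cells without IFN-γ, after 3, 14 and 28 days of IFN-γ, and after 14 days of IFN-γ followed by 14 days without it. The authors deposited TPM values, 1 table for each line, made from reads aligned with STAR to GRCh38 and counted with featureCounts according to the paper, which does not state how TPM was computed. Each library of the deposited TPM tables sums to the same total, the tables hold values far below those of 1 read, as from estimated counts, and no gene was filtered out. The paper's supplementary sheet calls the matrices CPM, but the lowest values fall with transcript length as in TPM, and they were used as TPM. The 2 columns of the U87 table that carry the same name were used in no step, since neither could be assigned to a sample by name, which leaves 13 libraries of U87, with 2 at D3 and 2 at D14, and 15 of U251. Samples were grouped by the paper's description and the sample labels, and the conflicts between these on dose and on the day of the untreated sample do not affect the groups. The day does decide whether D3 has a control of the same day, and D14, D28 and D28WO have none by either source. TPM keeps no sequencing depth, so no lowest detectable level is given for a gene listed at 0, and the paper states a minimum of 50 M reads per sample. Within groups the correlation between libraries ranged from 0.959 to 0.974. The first 2 principal components held 31.0% and 12.3% of the variance in U87 and 30.3% and 14.7% in U251.

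Values were taken as log2(TPM + 1). Genes with a mean of at least 0.5 TPM over the libraries of a line were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend), with the 5 groups of a line in 1 fit and no further terms. The comparisons were D3, D14, D28 and D28WO with Untreated, D14 with D3, D28 with D14, and D28WO with D28. A gene passed the threshold with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. The authors filtered and normalized counts with edgeR and used limma-voom with these limits, and edgeR was not used here. Gene lists were tested with camera from limma at a preset correlation of 0.01, adjusted over 140 lists and comparisons of a line, with the median log2 fold change of the genes as the effect. The lines were never compared in a test, because their tables were normalized separately.

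Of the 20 lists, those taken from the paper are core signaling, antigen presentation, the immunoproteasome, chemokines, negative feedback, IRDS genes, the checkpoints CD274 and IDO1, secreted factors and genes labelled in the volcano plots. S phase and G2/M genes come from Seurat 5.3.0. Rules on gene symbols gave the nuclear genes of the respiratory chain, cytosolic ribosomal proteins, olfactory receptors as silent genes, and a second list of silent genes (keratin-associated proteins, taste receptors, beta-defensins and genes of the PRAMEF and TRIM64 families). Type I interferon-stimulated genes, NF-κB-responsive genes, MYC-responsive nucleolar genes, glycolytic enzymes and mesenchymal genes were written by hand before the values were seen. The paper's Hallmark sets were not used here. Genes named in the text are those of the lists taken from the paper and, for each line and time point, the 3 largest rises and 3 largest falls among genes past the threshold whose treated libraries all lay beyond all Untreated libraries. Of these, 2 genes are not reported here. Gene coordinates come from GENCODE release 44.

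The spread of replicates is the mean Euclidean distance between the libraries of a group over the genes tested, and no p was computed for it. Background is the mean over silent genes with 10% trimmed at each end, compared with exact permutation tests. With 3 libraries against 3 there are 10 splits, and the smallest exact p is 0.1. The procedure was tested on simulated data made from the libraries, with each gene drawn independently. The changed genes were taken from those above a set mean level, so recovery of low genes was not measured. With 2 libraries against 3 in U87, 83.5% of 200 genes changed by 1.5 on the log2 scale were recovered with 5 false calls, and with 3 against 3 in U251 91.0% with 7 false calls. Of 500 random lists without a change, camera called 2.2% at p under 0.05 in both lines, camera with the estimated correlation 0.8%, and fry 5.0% in U87 and 6.4% in U251. These lists hold no correlation between genes, so the rates do not carry over to lists of genes regulated together. Figures and tables were made with Python 3.11.15 and numpy 2.4.6.

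The alternatives tried were a pseudocount of 0.1, no filter on low values, a filter at a mean of 1 TPM, quantile normalization, median-ratio size factors, only the 2 compared groups in a fit, the replicate number as a block, array weights, background subtraction, the adjusted p as the only criterion, fry and camera with an estimated correlation for the lists, the 500 most variable genes for the spread, and leaving out each library in turn. Conclusions of the paper that rest on proteins, secreted factors, cell growth or tumor cohorts were left out, since the deposited tables hold RNA of the cell lines only. Overlaps with Tables S3 and S4 were left out because the tables were held only in part.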

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

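Every test of an explanation in this part, the counts of splits included, was chosen only after the result was seen. The exception is that of background reads at D14 in U87, whose deciding value was changed after both had been seen. The tested differences between time points come from the 7 contrasts in the fit of each line.

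A difference between time points was tested in U87. From D3 to D14 (2 libraries each) the medians were -0.22 for core signaling, -0.82 for antigen presentation, -0.85 for the immunoproteasome, -0.86 for IRDS genes, -1.31 for type I genes and -0.95 for NF-κB genes (log2). From D14 to D28 core signaling and antigen presentation rose by 0.40 and 0.97. For the immunoproteasome, the 4 fits without 1 library gave -0.97 without D3 replicate 2, -0.76 without D3 replicate 3, -0.95 without D14 replicate 2 and -0.79 without D14 replicate 3. More background reads at D14 are argued against, since silent genes, which such reads would raise, changed by -0.0231 TPM from D3 to D14, from 0.0349 ± 0.0203 to 0.0119 ± 0.00419 TPM (SD, n = 2; exact permutation p = 0.333, the smallest that 6 splits can give). The argument rests on the absence of a rise and not on the fall, which these libraries are too few to test. It does not cover reads of unspliced RNA from expressed genes, which silent genes would not show. The second list of silent genes was at 0.00823 ± 0.00793 and 0.00308 ± 0.00435 TPM, a difference within the SD.

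An exchange of the names D14 and D28WO was weighed, because interferon genes lay near Untreated at D14 and high at D28WO in U87. Cell cycle genes, which were not used to find the pattern, differed between libraries named D28WO and D14 by -0.95 (S phase) and -0.68 (G2/M) in U251, and by -0.89 and -0.41 in U87 (exact permutation p = 0.1 each, the smallest these libraries can give). An exchange would give this sign if growth was suppressed under IFN-γ and restored by washout. So might a lasting arrest after washout, and these libraries alone cannot tell the 2 apart. By the paper's cell counts, U251 growth fell during exposure and returned to baseline or above after washout, and U87 recovered in part. The paper also has pSTAT1 return toward baseline after washout in both lines. In U251 the cell counts argue against a lasting arrest, and they do not settle the names. A response to IFN-γ that fades and returns with time stays open as a biological hypothesis. The values used here keep no batch or depth that would separate these explanations. The PCA panels of Figs. S1 and S2 number the libraries otherwise than the sample labels and the table columns do, which leaves a doubt about the names that was not resolved here.

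In U251 the tested differences between time points were 0.19 for S phase and 0.44 for G2/M from D3 to D14, while CD274 changed by -1.89 and IDO1 by -2.93 (log2). Between D28 and D28WO they were 0.18 for the immunoproteasome, -2.81 for chemokines, -0.46 for CD274 and -0.41 for IDO1. The call for the immunoproteasome was lost without D28 replicate 1 (0.15), and that for CD274 without D28 replicate 1 (-0.46), without D28 replicate 2 (-0.40), without D28WO replicate 1 (-0.47) and without D28WO replicate 3 (-0.44). Of the 10 splits of the 6 libraries, 1 gave as many lists past the threshold at D14 against D3 (12 of 20, next 9), and 2 at D28WO against D28 (11, next 11). In U87 at D28WO against D28, 4 of the 10 splits gave at least the 7 lists of the real one, so the list test also makes calls on groupings that mix the time points. For genes past the threshold, 1 of the 10 splits, the real one, gave as many in each of these, with 1535 genes (next 4) at D14 against D3 in U251, 2192 (next 2) at D28WO against D28 in U251 and 1267 (next 4) in U87. The smallest share 10 splits can give is 0.1. For D14 against D3 the time of exposure is the biological explanation, and it was not separated from handling of the groups on different days. D28 and D28WO were collected on the same day, and washout is the biological explanation there, untested against other differences in handling.

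Splits of the 6 libraries were also counted for the comparisons with Untreated. In each of U87 D28, U87 D28WO, U251 D3, U251 D14, U251 D28 and U251 D28WO, 1 of the 10 splits, the real one, gave as many genes past the threshold and 1 as many lists. The next split gave 3 (U87 D28), 4 (U87 D28WO), 2 (U251 D3), 5 (U251 D14), 1 (U251 D28) and 2 (U251 D28WO) genes, against 1692, 3418, 3378, 1363, 3600 and 1763 genes for the real split. For the lists, the real split gave 16, 16, 12, 15, 14 and 13 of 20 and the next one 11, 11, 10, 12, 10 and 8 in the same order. A share of 0.1 is the smallest possible here.

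The lines moved in opposite directions in every library for some lists, and these differences were not tested, since the tables were normalized separately. Mean changes against Untreated in U87 and U251 were -0.058 and 0.64 for the immunoproteasome at D14, -0.19 and 0.13 for S phase at D3, -0.032 and 0.63 for G2/M at D14, and -0.21 and 0.19 for G2/M at D28. For MYC-responsive genes they were -0.12 and 0.26 at D28 and -0.14 and 0.079 at D28WO. S phase in U251 at D3 changed sign with median-ratio size factors (-0.0060), so that opposition depends on the scaling. The sign of the immunoproteasome at D14 in U87 was positive without Untreated replicate 1 (0.014). With quantile normalization and with median-ratio size factors, applied within each line, the medians of these lists kept their signs apart from S phase in U251 at D3. A difference between the cell lines is the biological hypothesis, and it was not tested.

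Genes outside those the paper discusses also changed, and they were named by the rule for the largest rises and falls. In U87 at D3 the log2 fold changes were 5.56 for BST2, -3.04 for FFAR2 and -2.92 for CCDC178. At D14, RN7SL499P was at 16.1 TPM and listed at 0 in Untreated, and RN7SL2 was at 10.0 TPM in Untreated and listed at 0 at D14. Both belong to a family of near-identical genes that can share reads. LMO2 changed by -2.74 at D28, and at D28WO KLHDC7B changed by 6.13, RGS4 by -3.81 and CORO1A by -3.07, with LGALS17A at 99.6 TPM and listed at 0 in Untreated. In U251 the values were -5.13 for MT3 at D3, 5.89, 5.80 and -3.09 for RSAD2, IFI27 and MMP7 at D14, and 8.31, -5.55 and -4.61 for LGALS17A, KRT13 and SERPINA3 at D28. At D28WO they were 7.88 for CD74, -4.59 for RPS26P6 and -4.37 for CDH12P2. RPS26P6 and CDH12P2 are pseudogenes, which can take reads from related genes. A response to IFN-γ is the biological hypothesis for these genes. It was not tested apart from the comparison itself, nor separated from time in culture.

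H2AC19 rose by 6.12 and H2AC18 changed by -5.84 at D14 in U251 (log2). Reads shared between these paralogs are a candidate explanation, since 15 of 15 libraries carried over 90% of the sum on 1 of the 2 genes and in 2 of 5 groups the gene that carried it differed between libraries. The sum of the 2 genes was 78.1 ± 4.03 TPM in Untreated and 111 ± 2.15 TPM at D14 (SD, n = 3). The test was made on the genes of the pattern themselves, and a change in the expression of either gene stays open as the biological hypothesis.

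Most genes past the threshold in U87 were higher than in Untreated, 91.7% at D28. A shift of the whole TPM distribution may account for part of this, since with quantile normalization the share of higher genes at D28 was 63.0%, and a shift and a broad induction cannot be told apart because a common total was imposed on each library. Background reads spread evenly over genes are argued against as the cause. Silent genes rose from 0.00573 to 0.0178 TPM at D28, and this gain of 0.0121 TPM is too small to lift genes of 2 to 10 TPM by 0.47 (log2). Reads of unspliced RNA from expressed genes would not show in silent genes, so they stay open.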

How the results depend on the processing

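The alternatives below were chosen before the data were examined, and no test in this part was added after a result was seen. Which results are counted here was settled by the paper's claims after their values had been seen. Rules that label a result as changed were also corrected after that. The correction altered no value and slightly raised the number of unchanged list results. Of the 126 list results reported, 57 kept their direction and their side of the threshold under 11 alternatives and in every fit that left out 1 library. Another 62 changed under at least 1 alternative and 26 when a library was left out, with some results in both groups. Among 22 results for CD274 and IDO1, 17 kept both, 2 changed under an alternative and 4 when a library was left out. For the other gene results the numbers were 87, 12 and 9. Each of the 8 counts of genes past the threshold moved by over 1.5 times under at least 1 alternative. Background subtraction is 1 of the alternatives and says nothing about stability, since the group means of the silent genes were at most 0.0349 TPM. For the changes below the cause was not tested. Leaving out libraries, fitting only 2 groups and dropping the fold change criterion alter the number of libraries or the criterion by construction.

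With a pseudocount of 0.1, in U87 the threshold was no longer passed for feedback regulators at D28 (0.50), while the threshold was newly passed for type I genes at D14 (0.24), and the spread relative to Untreated moved beyond the SD at D3 (0.979), D28 (1.00) and D28WO (0.928). For U251, the spread relative to Untreated moved beyond the SD at D3 (1.01), D14 (0.955) and D28 (0.910). Other named genes that changed numbered 1 in U87 (weaker).

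With no filter on low values, in U87 the threshold was no longer passed for MYC-responsive genes at D14 (-0.016), while the threshold was newly passed for chemokines at D28WO against D28 (0.31), feedback regulators at D3 (0.28) and type I genes at D14 (0.23), and the number of genes past the threshold fell by over 1.5 times at D14 (269). For U251, the threshold was newly passed for feedback regulators at D3 (0.41). Other named genes that changed numbered 1 in U251 (weaker) and 5 in U87 (weaker).

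With a filter at a mean of 1 TPM, in U87 the threshold was no longer passed for feedback regulators at D28 (0.49).

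With quantile normalization, in U87 the direction reversed for feedback regulators at D14 (-0.099) and D28WO (-0.00025), IRDS genes at D14 (-0.072), type I genes at D14 (-0.0093) and CD274 at D28WO against D28 (-0.011), while the threshold was no longer passed for S phase at D14 (-0.042), G2/M at D14 (-0.038), MYC-responsive genes at D3 (-0.064), D14 (-0.032) and D28WO (-0.17), glycolytic enzymes at D28 (-0.021) and mesenchymal genes at D28 (-0.074), and the threshold was newly passed for feedback regulators at D3 (0.23), and the number of genes past the threshold fell by over 1.5 times at D3 (822), D14 (213) and D28 (1052). For U251, the direction reversed for core signaling at D28WO against D28 (-0.0055), S phase at D28 (-0.025) and the respiratory chain at D14 (0.0066), while the threshold was no longer passed for the immunoproteasome at D28WO against D28 (0.11) and the respiratory chain at D28 (-0.089), and the threshold was newly passed for antigen presentation at D28WO against D28 (-0.034) and G2/M at D28 (0.20). It also moved the median of all genes, from 0.19 to -0.026 at D28 in U87. Other named genes that changed numbered 3 in U87 (weaker).

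With median-ratio size factors, in U87 the direction reversed for antigen presentation at D14 (-0.089) and D28WO against D28 (-0.0095), feedback regulators at D28WO (-0.087), IRDS genes at D14 (-0.075) and CD274 at D28WO against D28 (-0.00062), while the threshold was no longer passed for feedback regulators at D28 (0.36), and the threshold was newly passed for secreted factors at D28 (0.62). For U251, the direction reversed for antigen presentation at D28WO against D28 (0.023) and S phase at D3 (-0.0060) and D28 (-0.048), while the threshold was no longer passed for MYC-responsive genes at D28 (0.21).

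With array weights, in U87 the direction reversed for antigen presentation at D28WO against D28 (-0.0087) and S phase at D14 (0.00055), while the threshold was no longer passed for MYC-responsive genes at D14 (-0.019), and the threshold was newly passed for feedback regulators at D3 (0.30). For U251, the direction reversed for S phase at D28 (-0.011). Other named genes that changed numbered 1 in U87 (weaker).

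With fry in place of camera, in U87 the threshold was no longer passed for S phase at D3 (-0.19), D14 (-0.012) and D28 (-0.17), G2/M at D14 (-0.050), the respiratory chain at D14 (-0.16), MYC-responsive genes at D3 (-0.049) and D14 (-0.016) and glycolytic enzymes at D28 (-0.13), while the threshold was newly passed for core signaling at D14 (0.21) and D28WO against D28 (0.22), chemokines at D28WO against D28 (0.31), feedback regulators at D3 (0.28) and D28WO (0.073), IRDS genes at D14 (0.055), type I genes at D14 (0.23), secreted factors at D28 (0.66) and genes labelled in volcano plots at D28 (0.31). For U251, the threshold was no longer passed for the respiratory chain at D14 (-0.058), while the threshold was newly passed for core signaling at D3 (1.06), D14 (0.24) and D28 (0.95), antigen presentation at D28WO against D28 (-0.016), feedback regulators at D3 (0.41), mesenchymal genes at D28WO (-0.26) and genes labelled in volcano plots at D28 (0.96).

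With camera at the estimated correlation, in U87 the threshold was no longer passed for core signaling at D14 against D3 (-0.22), the immunoproteasome at D28WO (0.95), feedback regulators at D28 (0.49), NF-κB genes at D14 (0.32), S phase at D3 (-0.19), D14 (-0.012) and D28 (-0.17), G2/M at D14 (-0.050), the respiratory chain at D3 (-0.27), D14 (-0.16), D28 (-0.28) and D28WO (-0.43), MYC-responsive genes at D3 (-0.049) and D14 (-0.016), ribosomal proteins at D28WO (-0.45), glycolytic enzymes at D28 (-0.13) and mesenchymal genes at D28 (-0.081). For U251, the threshold was no longer passed for core signaling at D28WO (1.15), the immunoproteasome at D28WO against D28 (0.18), chemokines at D3 (6.48) and D28WO (4.05), feedback regulators at D28 (0.62), NF-κB genes at D3 (0.47) and D28WO (0.13), S phase at D14 (0.29) and D14 against D3 (0.19), G2/M at D14 (0.60) and D14 against D3 (0.44), MYC-responsive genes at D3 (0.36), D14 (0.23) and D28 (0.27), the respiratory chain at D3 (-0.16), D14 (-0.058), D28 (-0.13) and D28WO (-0.11), ribosomal proteins at D28WO (-0.18), glycolytic enzymes at D28WO (-0.29) and secreted factors at D28 (1.68).

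With the adjusted p as the only criterion, in U87 the number of genes past the threshold rose by over 1.5 times at D3 (3823), D14 (1182), D28 (5445) and D28WO (9626). For U251, the number of genes past the threshold rose by over 1.5 times at D3 (9677), D14 (5008), D28 (9617) and D28WO (6555).

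With only the 2 compared groups in the fit, in U87 the threshold was no longer passed for CD274 at D3 (0.92) and core signaling at D14 against D3 (-0.22), while the number of genes past the threshold fell by over 1.5 times at D3 (626), D14 (51) and D28 (1113). For U251, the threshold was no longer passed for NF-κB genes at D3 (0.47) and D28WO (0.13), feedback regulators at D28 (0.62) and core signaling at D28WO (1.15). Other named genes that changed numbered 6 in U87 (weaker).

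With the 500 most variable genes, in U87 the spread relative to Untreated moved beyond the SD at D3 (1.08) and D14 (1.10).

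Replicate numbers were tried as a block, although they do not pair the libraries. For none of the 10 pairs of groups in a line did all correlations between libraries of the same number exceed 0.1, and these ranged from -0.0580 to 0.0472 in U87 and from -0.0375 to 0.0480 in U251. With the replicate block in U87, the direction reversed for MYC-responsive genes at D14 (0.00053), and the threshold was no longer passed for feedback regulators at D28 (0.49). Of the other named genes, 1 changed in U87 with this block (weaker).

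Leaving out 1 library at a time in U87 changed the following results, with the value of each fit that changed in parentheses. The number of genes past the threshold at D14 ranged from 207 to 468 across 3 fits (207 without Untreated replicate 3). CD274 at D14 ranged from 0.30 to 0.66 across 5 fits (0.66 without Untreated replicate 2). CD274 at D28WO against D28 ranged from -0.027 to 0.089 across 6 fits (-0.027 without D28 replicate 3). G2/M at D14 ranged from -0.061 to -0.0033 across 5 fits (-0.0033 without D14 replicate 2). IRDS genes at D14 against D3 ranged from -0.94 to -0.67 across 4 fits (-0.67 without D3 replicate 3). MYC-responsive genes at D14 ranged from -0.035 to 0.031 across 5 fits (0.031 without D14 replicate 2, 0.018 without Untreated replicate 2 and -0.020 without Untreated replicate 3). MYC-responsive genes at D3 ranged from -0.11 to 0.0054 across 5 fits (0.0054 without D3 replicate 3). S phase at D14 ranged from -0.035 to 0.0039 across 5 fits (0.0039 without D14 replicate 2 and -0.0085 without Untreated replicate 3). Antigen presentation at D14 against D3 ranged from -0.90 to -0.74 across 4 fits (-0.90 without D14 replicate 2 and -0.74 without D14 replicate 3). Antigen presentation at D28WO against D28 ranged from -0.012 to 0.022 across 6 fits (-0.012 without D28WO replicate 1). Chemokines at D28WO against D28 ranged from 0.24 to 0.47 across 6 fits (0.47 without D28 replicate 3). Chemokines at D3 ranged from 2.31 to 2.67 across 5 fits (2.31 without D3 replicate 2). Core signaling at D14 against D3 ranged from -0.29 to -0.19 across 4 fits (-0.29 without D14 replicate 2). Core signaling at D14 ranged from 0.13 to 0.24 across 5 fits (0.13 without D14 replicate 2). Core signaling at D28 against D14 ranged from 0.38 to 0.46 across 5 fits (0.46 without D14 replicate 2). The immunoproteasome at D14 against D3 ranged from -0.97 to -0.76 across 4 fits (-0.95 without D14 replicate 2, -0.79 without D14 replicate 3, -0.97 without D3 replicate 2 and -0.76 without D3 replicate 3). The immunoproteasome at D14 ranged from -0.10 to 0.014 across 5 fits (0.014 without Untreated replicate 1). Feedback regulators at D14 ranged from 0.039 to 0.19 across 5 fits (0.039 without D14 replicate 3). Feedback regulators at D28 ranged from 0.43 to 0.54 across 6 fits (0.51 without D28 replicate 2, 0.50 without D28 replicate 3, 0.43 without Untreated replicate 1 and 0.44 without Untreated replicate 3). Feedback regulators at D3 ranged from 0.25 to 0.42 across 5 fits (0.42 without Untreated replicate 2). Secreted factors at D28 ranged from 0.31 to 0.87 across 6 fits (0.66 without D28 replicate 2 and 0.81 without Untreated replicate 1). Type I genes at D14 ranged from 0.13 to 0.25 across 5 fits (0.25 without Untreated replicate 2). The spread relative to Untreated at D28 ranged from 1.04 to 1.10 across 2 pairs taken as the extremes (1.10 for the farthest pair). Among other named genes, changes in such fits numbered 1 (stronger) and 13 (weaker) in U87.

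Leaving out 1 library at a time in U251 changed the following results, with the value of each fit that changed in parentheses. CCL2 at D3 ranged from -0.26 to 0.14 across 6 fits (0.14 without D3 replicate 1 and 0.024 without Untreated replicate 1). CD274 at D14 ranged from 0.17 to 0.48 across 6 fits (0.48 without Untreated replicate 2). CD274 at D28WO against D28 ranged from -0.53 to -0.40 across 6 fits (-0.46 without D28 replicate 1, -0.40 without D28 replicate 2, -0.47 without D28WO replicate 1 and -0.44 without D28WO replicate 3). G2/M at D28 ranged from 0.18 to 0.31 across 6 fits (0.31 without Untreated replicate 3). G2/M at D28WO ranged from -0.089 to -0.023 across 6 fits (-0.089 without Untreated replicate 1). MYC-responsive genes at D28 ranged from 0.25 to 0.29 across 6 fits (0.29 without D28 replicate 3 and 0.29 without Untreated replicate 1). NF-κB genes at D28WO ranged from 0.080 to 0.21 across 6 fits (0.080 without Untreated replicate 1). S phase at D28 ranged from -0.029 to 0.075 across 6 fits (-0.0089 without D28 replicate 1 and -0.029 without D28 replicate 3). Antigen presentation at D28WO against D28 ranged from -0.056 to 0.011 across 6 fits (0.011 without D28 replicate 1 and 0.0041 without D28WO replicate 1). The immunoproteasome at D28WO against D28 ranged from 0.15 to 0.22 across 6 fits (0.15 without D28 replicate 1). The respiratory chain at D14 ranged from -0.080 to -0.0090 across 6 fits (-0.032 without D14 replicate 1 and -0.0090 without Untreated replicate 3). The spread relative to Untreated at D3 ranged from 1.01 to 1.14 across 2 pairs taken as the extremes (1.01 for the closest pair). Among other named genes, changes in such fits numbered 2 (reversed) and 6 (weaker) in U251.

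The alternatives limma-voom and a test by DESeq2 were not run, since both need counts and TPM keeps no depth. Without depth, no lowest detectable level is given for genes listed at 0. Where leaving out a library left a group of U87 with 1 library, no call was made, and a change means a shift beyond the SD between replicates or another sign.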

Differences from the paper's values

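No test in this part was chosen after its result was seen, but which log2 fold changes of Tables S3 and S4 were compared was settled after their values had been seen, and the error rule for them was loosened once and restored after that. The paper's counts of regulated genes were compared at the same threshold, each with 13 (U87 at D3 and D14) or 16 alternatives set before the data were examined, fits without 1 library included. A setting is named where its count, in parentheses, came within 1.5 times of the figure, which is not equality, and the settings not named did not. In U87 at D3, 1340 genes were higher, against about 2300 in the paper's Fig. S1D, read by eye, and came within 1.5 times with pseudocount 0.1 (1547) and adjusted p alone (2843). At D3 in U87, 88 genes were lower, against about 270 in the paper's Fig. S1D, read by eye, and came within 1.5 times with quantile normalization (279). In U87 at D14, 433 genes were higher, against about 1000 in the paper's Fig. S1D, read by eye, and came within 1.5 times with adjusted p alone (948). At D14 in U87, 48 genes were lower, against about 140 in the paper's Fig. S1D, read by eye, and came within 1.5 times with quantile normalization (95). In U87 at D28, 140 genes were lower, against about 350 in the paper's Fig. S1D, read by eye, and came within 1.5 times with quantile normalization (389). At D28WO in U87, 485 genes were lower, against about 1100 in the paper's Fig. S1D, read by eye, and came within 1.5 times with quantile normalization (1226). In U251 at D14, 1118 genes were higher, against about 1800 in the paper's Fig. S2D, read by eye, and came within 1.5 times with pseudocount 0.1 (1564). At D14 in U251, 245 genes were lower, against about 420 in the paper's Fig. S2D, read by eye, and came within 1.5 times with quantile normalization (407), median-ratio size factors (283) and the fit without D14 replicate 1 (317). In U251 at D28, 792 genes were lower, against about 1300 in the paper's Fig. S2D, read by eye, and came within 1.5 times with pseudocount 0.1 (870), quantile normalization (1433) and median-ratio size factors (900). Quantile normalization, which raised the numbers of lower genes, reduced those of higher genes, to 543 in U87 at D3 (about 2300 in the paper's Fig. S1D, read by eye), 118 in U87 at D14 (about 1000 in the paper's Fig. S1D, read by eye), 663 in U87 at D28 (about 2000 in the paper's Fig. S1D, read by eye), 1332 in U87 at D28WO (about 3400 in the paper's Fig. S1D, read by eye), 668 in U251 at D14 (about 1800 in the paper's Fig. S2D, read by eye) and 1570 in U251 at D28 (about 3600 in the paper's Fig. S2D, read by eye).

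The levels of CD274 and IDO1 are set against D28, since the paper's normalized counts and TPM are on different scales. CD274 at D3 in U87 was 0.965 of its level at D28, against about 0.53 in the paper's Fig. S3, read by eye. IDO1 at D3 in U87 was 0.754 of its level at D28, against about 0 in the paper's Fig. S3, read by eye. IDO1 at D14 in U87 was 0 of its level at D28, against about 0.71 in the paper's Fig. S3, read by eye. IDO1 at D28WO in U87 was 1.22 of its level at D28, against about 0.57 in the paper's Fig. S3, read by eye. IDO1 in Untreated in U251 was 0.0199 of its level at D28, against about 0.034 in the paper's Fig. S3, read by eye. CD274 at D3 in U251 was 0.877 of its level at D28, against about 0.34 in the paper's Fig. S3, read by eye. IDO1 at D3 in U251 was 0.862 of its level at D28, against about 0.17 in the paper's Fig. S3, read by eye. CD274 at D14 in U251 was 0.231 of its level at D28, against about 1.5 in the paper's Fig. S3, read by eye. IDO1 at D14 in U251 was 0.112 of its level at D28, against about 1.6 in the paper's Fig. S3, read by eye. CD274 at D28WO in U251 was 0.721 of its level at D28, against about 1.1 in the paper's Fig. S3, read by eye, and it came within 1.5 times with median-ratio size factors (0.742) and the fit without D28 replicate 2 (0.754) and with no other of 9 alternatives, still below D28 in each. Where no setting is named, none of the alternatives set before the data were examined came within 1.5 times.

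The paper's Tables S3 and S4 were held in part, and 65 of their log2 fold changes were compared, all of the same sign as the values here, with 32 apart by more than the larger replicate SD of the 2 groups. The paper's values for U87 at D3 come from a sheet that gives the same log2 fold change as the D28 sheet for 1690 of 1690 genes they share. A gap is called closed where the values lay within that SD. For the following, none of the alternatives set before the data were examined closed the gap. The paper gives 0.84 for B2M at D14 in U251 (here 0.75), 2.75 for CIITA at D14 in U251 (here 1.59), 6.71 for CIITA at D28 in U251 (here 5.54) and 6.67 for CIITA at D28WO in U251 (here 5.19). The paper gives 6.83 for CIITA at D3 in U251 (here 5.54), 5.30 for IDO1 at D28 in U251 (here 5.49), 9.61 for IDO1 at D3 in U87 (here 6.30) and 2.39 for IRF1 at D28 in U251 (here 2.08). The paper gives 2.55 for IRF1 at D28WO in U251 (here 2.13), 2.23 for IRF1 at D28 in U87 (here 1.84), 2.23 for IRF1 at D3 in U87 (here 1.74) and 2.17 for PSMB9 at D28WO in U251 (here 2.05). The paper gives 7.97 for RSAD2 at D14 in U251 (here 5.89).

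For the others, the gap closed with the settings named and not with the other alternatives set before the data were examined. The paper gives 1.54 for B2M at D28 in U251, and the value here was 1.62 (closed with median-ratio size factors, the fit without Untreated replicate 3 and the fit without D28 replicate 1). The paper gives 1.04 for B2M at D28 in U87, and the value here was 1.29 (closed with median-ratio size factors, the fit without Untreated replicate 2 and the fit without D28 replicate 3). The paper gives 1.04 for B2M at D3 in U87, and the value here was 1.33 (closed with median-ratio size factors). The paper gives 5.98 for BST2 at D3 in U87, and the value here was 5.56 (closed with pseudocount 0.1). The paper gives -3.37 for CCDC178 at D3 in U87, and the value here was -2.92 (closed with quantile normalization). The paper gives 2.15 for CIITA at D3 in U87, and the value here was 1.82 (closed with pseudocount 0.1, replicate block, the fit without Untreated replicate 1, the fit without Untreated replicate 2 and the fit without D3 replicate 3). The paper gives -3.13 for COL13A1 at D28 in U87, and the value here was -2.66 (closed with median-ratio size factors, array weights and the fit without D28 replicate 1). The paper gives -5.42 for EHF at D3 in U251, and the value here was -4.99 (closed with pseudocount 0.1). The paper gives 5.00 for IDO1 at D28WO in U251, and the value here was 5.08 (closed with the fit without Untreated replicate 3). The paper gives 5.09 for IDO1 at D3 in U251, and the value here was 5.27 (closed with quantile normalization, median-ratio size factors and the fit without D3 replicate 2). The paper gives 9.61 for IDO1 at D28 in U87, and the value here was 6.69 (closed with pseudocount 0.1). The paper gives 6.79 for IFI27 at D14 in U251, and the value here was 5.80 (closed with pseudocount 0.1, the fit without Untreated replicate 1, the fit without Untreated replicate 2, the fit without D14 replicate 1 and the fit without D14 replicate 3). The paper gives -3.21 for LMO2 at D28 in U87, and the value here was -2.74 (closed with pseudocount 0.1, quantile normalization, median-ratio size factors, the fit without Untreated replicate 1 and the fit without D28 replicate 1). The paper gives 3.91 for OAS1 at D14 in U251, and the value here was 3.82 (closed with pseudocount 0.1, array weights, background subtraction, the fit without Untreated replicate 3 and the fit without D14 replicate 2). The paper gives 4.53 for OAS1 at D28WO in U251, and the value here was 4.40 (closed with pseudocount 0.1, array weights, the fit without Untreated replicate 3 and the fit without D28WO replicate 1). The paper gives 2.57 for OAS1 at D3 in U87, and the value here was 2.11 (closed with pseudocount 0.1, the fit without Untreated replicate 2 and the fit without D3 replicate 2). The paper gives -5.18 for SERPINA3 at D28 in U251, and the value here was -4.61 (closed with pseudocount 0.1 and quantile normalization). The paper gives 3.74 for SOCS1 at D28 in U251, and the value here was 3.61 (closed with background subtraction, the fit without Untreated replicate 2, the fit without Untreated replicate 3 and the fit without D28 replicate 1). The paper gives 3.50 for SOCS1 at D3 in U251, and the value here was 3.26 (closed with pseudocount 0.1).

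Some statements of the paper differ in direction or ranking from the values here. The legend of Fig. S1 has the number of regulated genes in U87 rise with the time of treatment and partly revert after withdrawal. Here the number was 1428 at D3, 481 at D14, 1692 at D28 and 3418 at D28WO, with 2 libraries at D3 and at D14. The bars of Fig. S1D, read by eye, also dip at D14 and are highest at D28WO, so the legend differs from the paper's own figure as well. The legend of Fig. S2 has the number of regulated genes in U251 rise over time, and it was 3378 at D3, 1363 at D14, 3600 at D28 and 1763 at D28WO. The paper has a higher level of CD274 before treatment in U251 than in U87, and the Untreated means were 29.3 and 34.6 TPM in tables normalized separately. It calls IDO1 delayed in U87, where IDO1 was at 83.6 TPM at D3 and listed at 0 at D14. It calls both checkpoint genes sustained in U251, where from D3 to D14 CD274 changed by -1.89 and IDO1 by -2.93 (log2). It has chemokines of U87 little induced early, and their median was 2.67 at D3, 0 at D14, 2.44 at D28 and 3.55 at D28WO. The order of D3 and D28 is not firm, since the median at D3 was 2.31 without D3 replicate 2. In mean TPM, CXCL9, CXCL10 and CXCL11 were higher at D28 than at D3, in the paper's direction, and CCL2 and CCL5 were lower. It has feedback regulators of U87 accumulate, and their medians were 0.28, 0.16, 0.49 and 0.073 at D3, D14, D28 and D28WO. It has the immunoproteasome of U251 rise progressively, and the median was 1.13 at D3, 0.64 at D14, 1.38 at D28 and 1.40 at D28WO. It has the chemokines of U251 intensify after D3, and their median was 6.48 at D3, 2.30 at D14, 7.52 at D28 and 4.05 at D28WO.

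Interferon, feedback and G2/M lists that did not pass the adjusted p of camera here, passed it under some of the alternatives set before the data were examined, fits without 1 library included. These were type I genes at D14 in U87 (a pseudocount of 0.1, no filter on low values, fry in place of camera and the fit without Untreated replicate 2; 0.23 here), chemokines at D28WO against D28 in U87 (no filter on low values, fry in place of camera and the fit without D28 replicate 3; 0.31 here), feedback regulators at D3 in U87 (no filter on low values, quantile normalization, array weights, fry in place of camera and the fit without Untreated replicate 2; 0.28 here), core signaling at D14 in U87 (fry in place of camera; 0.21 here), core signaling at D28WO against D28 in U87 (fry in place of camera; 0.22 here), feedback regulators at D28WO in U87 (fry in place of camera; 0.073 here), IRDS genes at D14 in U87 (fry in place of camera; 0.055 here) and feedback regulators at D3 in U251 (no filter on low values and fry in place of camera; 0.41 here). The others were antigen presentation at D28WO against D28 in U251 (quantile normalization and fry in place of camera; -0.016 here), G2/M at D28 in U251 (quantile normalization and the fit without Untreated replicate 3; 0.23 here), core signaling at D3 in U251 (fry in place of camera; 1.06 here), core signaling at D14 in U251 (fry in place of camera; 0.24 here), core signaling at D28 in U251 (fry in place of camera; 0.95 here) and G2/M at D28WO in U251 (the fit without Untreated replicate 1; -0.043 here).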

Other observations

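The tests on Table S3 and Fig. S3 were chosen only after the result was seen. The sheets of Table S3 for D3 and D28, held in part, give the same log2 fold change for 1690 of 1690 genes they share, whereas D3 and D14 share 835 genes and D14 and D28 733, with 0 the same. A candidate explanation is that the D3 sheet holds the D28 comparison. Of 296 genes whose change here differed by over 0.5 between D3 and D28, 277 (93.6%) had a value in the sheet closer to D28. No biological explanation was tested, since the design gives none.

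The time course of CD274 and IDO1 in Fig. S3 differs from the table. A candidate explanation is that the groups stand in alphabetical order under labels in time order, and each gene and line was tested on its own after a pooled version had been seen. The alphabetical order ranked 2 for CD274 in U87, 1 for CD274 in U251, 1 for IDO1 in U87 and 1 for IDO1 in U251 among the 24 orders, and the time order 8, 22, 11 and 22. With 1 replicate taken from each group, it came first in 0 of 36, 72 of 81, 36 of 36 and 81 of 81 choices. The order leaves CD274 undecided in both lines, in U87 because the closest order differs only by an exchange of D3 and D28, at 64.6 ± 7.57 and 66.9 ± 5.53 TPM (mean ± SD), and goes with the explanation for IDO1 in both lines. The figure values were read by eye, and no biological explanation was tested.

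Of 11 genes for secreted factors that the paper measured as proteins, 5 were tested in each line, among them CCL2, which the chemokine list also holds. In U87, TPM in Untreated, D28 and D28WO (mean ± SD, n = 3) was 14.1 ± 2.38, 42.2 ± 7.96 and 45.1 ± 2.50 for IL15, 4.87 ± 1.58, 10.9 ± 1.70 and 39.8 ± 8.27 for CSF2, and 1.15 ± 0.280, 1.81 ± 0.376 and 2.43 ± 0.127 for TNF. In U251 it was 5.18 ± 1.64, 39.1 ± 3.58 and 28.0 ± 3.85 for IL15, 1.94 ± 2.03, 7.00 ± 2.66 and 0.322 ± 0.280 for CSF2, and 0.182 ± 0.315, 0.506 ± 0.183 and 0.230 ± 0.398 for TNF. IL2 was listed at 0 in these groups of both lines. The medians of the 5 genes at D28 were 0.66 in U87 and 1.68 in U251 (log2; camera, adjusted p = 0.0637 and 0.0235). Without the filter on low values, which adds genes to the list, they were 0.39 and 0.46. In U87 the list passed the threshold without Untreated replicate 1 (0.81) and without D28 replicate 2 (0.66). Higher genes with an adjusted p under 0.05 numbered 2 in U87 and 4 in U251, over all genes tested and adjusted over the list alone.

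The genes labelled in the paper's volcano plots, chosen there on these samples, had medians of 0.31 in U87 and 0.96 in U251 at D28 (log2; camera, adjusted p = 0.377 and 0.380). Over all genes tested, with an adjusted p under 0.05, 12 were higher and 8 lower of 23 in U87, and 12 and 9 of 22 in U251. Adjusted over the list alone these were 12 and 8, and 13 and 9. Mesenchymal genes of U87 had a median of -0.081 at D28 (camera, adjusted p = 4.7e-04), with 14 of 20 lower, and 6 lower and 1 higher with an adjusted p under 0.05 over all genes tested.

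Olfactory receptor genes served as a gauge of background, with 405 genes in the list, and the trimmed mean in U87 was 0.0178 ± 0.00817 TPM at D28 against 0.00573 ± 0.00188 TPM in Untreated (exact permutation p = 0.1). In U251 it was 0.0274 ± 0.0116 TPM at D28 against 0.00905 ± 0.00374 TPM in Untreated (exact permutation p = 0.1). The second list of silent genes gave 0.00477 ± 0.00811 TPM at D28 against 0.00175 ± 0.00303 TPM in Untreated (exact permutation p = 0.7) in U87 and 0.0158 ± 0.00791 TPM at D28 against 0.00211 ± 0.00189 TPM in Untreated (exact permutation p = 0.1) in U251. An exact p of 0.1 is the smallest that 3 libraries against 3 can give. At D28, with an adjusted p under 0.05, 1 of 15 genes tested from the first list was higher in U87 and 1 of 14 in U251, and from the second list 0 of 13 (2 at an unadjusted p under 0.05) and 6 of 12.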
